# Activated entomopathogenic nematode infective juveniles release lethal venom proteins

**DOI:** 10.1371/journal.ppat.1006302

**Published:** 2017-04-20

**Authors:** Dihong Lu, Marissa Macchietto, Dennis Chang, Mirayana M. Barros, James Baldwin, Ali Mortazavi, Adler R. Dillman

## Abstract

Entomopathogenic nematodes (EPNs) are unique parasites due to their symbiosis with entomopathogenic bacteria and their ability to kill insect hosts quickly after infection. It is widely believed that EPNs rely on their bacterial partners for killing hosts. Here we disproved this theory by demonstrating that the *in vitro* activated infective juveniles (IJs) of *Steinernema carpocapsae* (a well-studied EPN species) release venom proteins that are lethal to several insects including *Drosophila melanogaster*. We confirmed that the *in vitro* activation is a good approximation of the *in vivo* process by comparing the transcriptomes of individual *in vitro* and *in vivo* activated IJs. We further analyzed the transcriptomes of non-activated and activated IJs and revealed a dramatic shift in gene expression during IJ activation. We also analyzed the venom proteome using mass spectrometry. Among the 472 venom proteins, proteases and protease inhibitors are especially abundant, and toxin-related proteins such as Shk domain-containing proteins and fatty acid- and retinol-binding proteins are also detected, which are potential candidates for suppressing the host immune system. Many of the venom proteins have conserved orthologs in vertebrate-parasitic nematodes and are differentially expressed during IJ activation, suggesting conserved functions in nematode parasitism. In summary, our findings strongly support a new model that *S*. *carpocapsae* and likely other *Steinernema* EPNs have a more active role in contributing to the pathogenicity of the nematode-bacterium complex than simply relying on their symbiotic bacteria. Furthermore, we propose that EPNs are a good model system for investigating vertebrate- and human-parasitic nematodes, especially regarding the function of excretory/secretory products.

## Author summary

*Steinernema carpocapsae* belongs to a special group of insect-parasitic nematodes known as entomopathogenic nematodes (EPNs). These differ from other insect parasites in at least two ways; first they kill their hosts quickly (within 2–3 days), and second they associate with bacteria to facilitate their parasitic lifestyle. The infective stage of these parasites, the infective juvenile (IJ) stage, is the only free-living stage and these IJs are developmentally arrested and only reinitiate development once they are inside a suitable host. Little is known about the early stages of parasitism and how these parasites initiate the parasitic phase of their life cycle and reinitiate development. Here we characterized the changes that occur to the nematodes' physical morphology, gene expression, and the release of protein molecules that accompany the transition from developmentally arrested IJ to active, developing parasite. We showed that contrary to long-held assumptions, the nematodes are not merely transporting pathogenic bacteria but that the nematodes contribute to parasitism by releasing toxic proteins into the host. Many of the *S*. *carpocapsae* toxins are also found in species of human-parasitic nematodes, and *S*. *carpocapsae* may serve as a valuable model for understanding the specific function of these toxins.

## Introduction

Hundreds of millions of people are infected with parasitic nematodes worldwide [1, 2]. The immunomodulatory and pathogenic properties of parasitic nematodes are largely attributed to the excretory/secretory (ES) products they release during infection [3, 4]. ES products are complex mixtures and often include small molecules, proteins, and nucleic acids. The complexity of these products and technical limitations in obtaining sufficient quantities for separation studies have resulted in current efforts often being focused on the most abundant components [Reviewed in 4]. Some functional studies evaluated individual ES components and have produced provocative results in animal models as vaccine candidates and as potential therapeutics in autoimmune diseases [5, 6]. However, there are hundreds of identified ES products and few of them have been studied in any mechanistic detail. One major hindrance for mechanistic studies is the difficulty and cost in working with some vertebrate-parasitic nematodes and their hosts. Using model systems is a powerful way to discover conserved biology and to rapidly develop and test hypotheses [7]. Entomopathogenic nematodes (EPNs) are closely related to important species of human-parasitic nematodes [8] and could serve as model systems for studying parasitic nematode biology [9, 10].

EPNs are lethal parasites of insects. They associate with highly pathogenic bacteria and together EPNs and their mutualistic bacteria kill their hosts within a few days, distinguishing them from other insect parasites that develop longer associations with their hosts [11–13]. Because EPNs associate with pathogenic bacteria, the exact contribution of the nematode to this mutualism has remained uncertain. One widely accepted assumption is that the nematodes serve primarily as vectors for the pathogenic bacteria and that it is the bacteria that suppresses host immunity and ultimately kills the host [12–15]. While this is a good model for EPNs in the genus *Heterorhabditis* [16], there is evidence that EPNs in the genus *Steinernema* contribute to host immune suppression and to host killing. For example, axenic infective juveniles of *S*. *carpocapsae* are capable of killing hosts [16–18]. Even the cell-free growth media used to culture axenic *S*. *carpocapsae* has a toxic effect on potential insect hosts, suggesting that *S*. *carpocapsae* ES products may have pathogenic effects [19, 20]. Another study has shown that while one single *S*. *carpocapsae* infective juvenile (IJ) is sufficient to kill a pine weevil larva (*Hylobius abietis*), the LD_50_ of the bacterial symbiont, *Xenorhabdus nematophila*, is 3500 cells [21]. An individual IJ only contains 20–200 cells of the bacteria, suggesting that there is pathogenic synergy when both the nematode and the bacteria are present [18, 22]. These data support the notion that *S*. *carpocapsae* nematodes actively contribute to host immune suppression and host killing.

A number of studies have identified individual *S*. *carpocapsae* ES proteins and reveal likely functions in tissue degradation and immune suppression of the host [23–32]. However, no secretomic studies for EPNs have yet been performed, and the ~10 ES proteins that have been studied to date have each been identified and studied individually outside the context of infection. Here we reported the secretome of *S*. *carpocapsae* and tested its activity *in vivo*. We developed an improved *in vitro* model of inducing the excretion/secretion of protein products and validated this model by comparing the transcriptional profile of *in vitro* activation of IJs with *in vivo* infections. We showed that many of the ES products of *S*. *carpocapsae* are conserved or have high sequence similarity with those of vertebrate-parasitic nematodes and developed *S*. *carpocapsae* as a model of ES product function for *Strongyloides stercoralis* and other parasitic nematodes.

## Results

### IJs undergo quantifiable morphological changes when they transition from free-living to parasitizing a host

Infective third-stage larvae (L3) or infective juveniles (IJs) of many parasitic nematodes are in a suspended stage of development [33, 34]. When IJs enter an appropriate host they undergo striking morphological changes and resume development [35, 36]. The resumption of feeding and development and the initiation of infection have been studied in detail in some parasitic nematodes, including *Ancylostoma caninum*, *A*. *ceylanicum*, *A*. *duodenale*, *Necator americanus*, and *Nippostrongylus brasiliensis* [35–41]. Entomopathogenic nematode infective juveniles are non-feeding with a sealed mouth and a collapsed pharynx [12, 42]. Similar to some animal-parasitic nematodes, when EPN IJs enter a host, as yet undefined signals induce recovery from the developmentally arrested IJ stage. This transition from free-living IJ to an active parasitic life style has been called many things; reactivation [39], resumption of feeding [36], resumption of development or initiation of development [35, 39], recovery [43], and activation [36, 41]. Because this transition from free-living IJ to an active parasitic life style requires dramatic morphological and physiological changes, we refer to the process as IJ activation rather than recovery, as the process is called in *C*. *elegans* dauers [44]. In order to study the contribution of the nematode to parasitism and host pathology, we wanted to be able to quantify IJ activation. Morphological characters can be used to differentiate between non-activated and activated IJs, so we leveraged these features to quantify the process of IJ activation [45]. The closed and opened mouth of non-activated IJs and activated nematodes, respectively, can be clearly observed by scanning electron microscopy (SEM) (Fig 1A and 1B). Additionally, we have found that the morphological change of the terminal pharyngeal bulb is a reliable indicator of IJ activation using traditional light microscopy. The pharyngeal bulb in non-activated IJs is generally invisible or at least much more obscure (Fig 1C and 1D; S1 Video); whereas it becomes easily observable when partially (Fig 1E and 1F) or fully (Fig 1G to 1J) expanded. Pharyngeal pumping is not discernible in partially expanded pharyngeal bulbs (S2 Video) but is prominent in fully expanded ones (S3 video). We used these characters to define three separate activation states: (1) nematodes without an observable pharyngeal bulb are non-activated IJs (Fig 1C); (2) those with a partially expanded pharyngeal bulb are partially activated (Fig 1E); and (3) those with a fully expanded pharyngeal bulb are fully activated IJs (Fig 1G and 1I). Although the fully activated nematodes may show different degrees of anterior gut opening or expansion (Fig 1G and 1I) and may even develop into L4 or young adult stages after activation for 18 hours or longer, they are not further subcategorized. The removal of the cuticle sheath (exsheathment) from L2 stage was not found to be a consistent indicator of activation. For example, we found that 31% of naïve IJs are already exsheathed (S1 Table) without activation and a small number of activated nematodes maintain the cuticle sheath.

**Fig 1:**
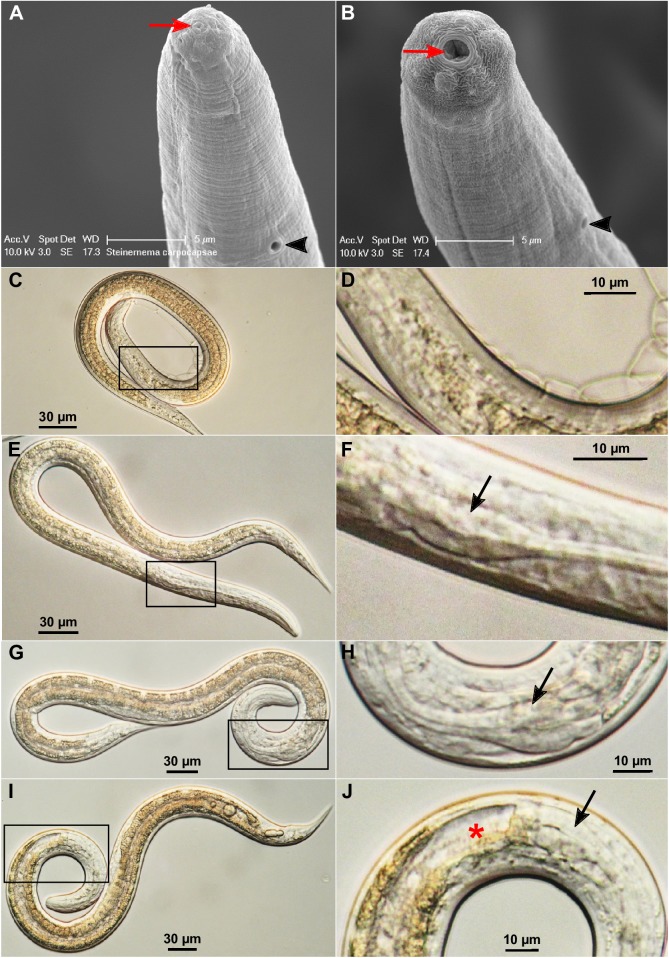
Morphological changes of activated *S*. *carpocapsae* nematodes. **(A)** The head region of a non-activated IJ by scanning electron microscopy (SEM). **(B)** The head region of an activated nematode by SEM. The mouth is marked by a red arrow and the excretory pore by a black arrowhead in (A) and (B). **(C)** A non-activated IJ by light microscopy (400x). **(D)** An enlarged view of the boxed region in (C). **(E)** A partially activated nematode (400x). **(F)** An enlarged view of the boxed region in (E) where the partially expanded terminal pharyngeal bulb (arrow) is located. **(G)** A fully activated nematode (400x). **(H)** An enlarged view of the boxed region in (G). **(I)** A fully activated nematode whose gut is wide open (400x). **(J)** An enlarged view of the boxed region in (I). The black arrowhead in (A) and (B) point to the secretory/excretory pore. The black arrows in (F), (H) and (J) point to the pharyngeal bulbs. The red star in (J) marks the open gut.

### IJs activate in a time-dependent manner and activated IJs release a variety of proteins

Next we examined the activation of *S*. *carpocapsae* IJs over a time course (6 hr, 12 hr, 18 hr, 24 hr, and 30 hr) to determine the temporal activation rates (Fig 2A, S2 Table). When the IJs were incubated with waxworm homogenate for 6 hr, the total activation rate (partial and full activation) was already very high (86%). The total activation rate increased over time to almost 99% at the 30 hr time point. This demonstrates that IJs initiate the developmental process quickly once they are exposed to host tissue. Unlike the early plateau of the total activation rates, the percentage of IJs that fully activated increased gradually from 13.5% at 6 hr to ~55% at 24 and 30 hr time points. The observation that nematode activation is not synchronous *in vivo* coupled with the protein secretion data (Fig 2B) suggests that each IJ will be secreting a different arsenal of proteins, depending on the timing and its degree of activation. The nonsynchronous activation of *S*. *carpocapsae* IJs may be an example of phenotypic plasticity.

**Fig 2:**
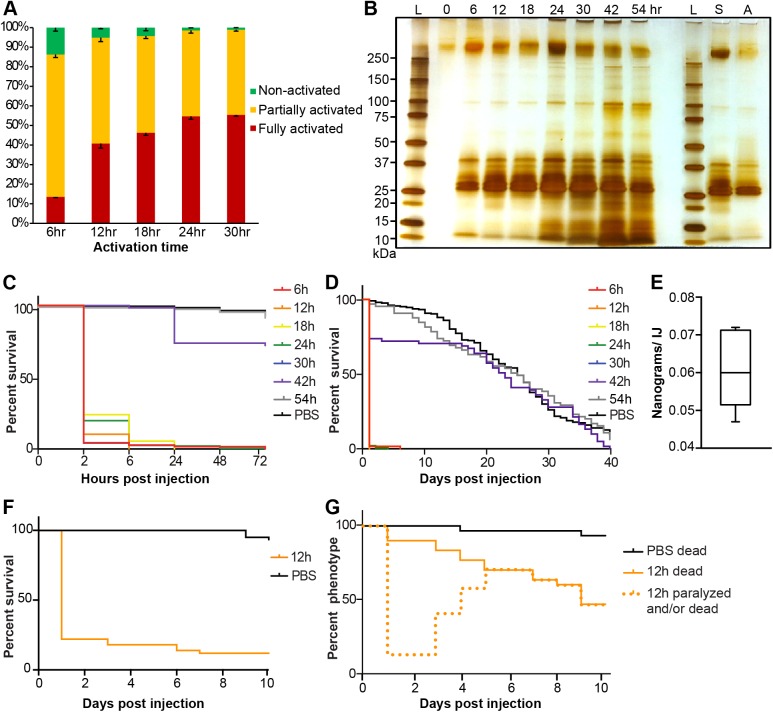
Activated *S*. *carpocapsae* ESPs contain lethal proteins. **(A)** *In vitro* activation rates of IJs over a time course. Error bars represent standard errors. **(B)** A silver-stained protein gel of ESPs from nematodes that have been activated for different lengths of time, and ESPs from axenic nematodes. The left-hand side of the gel shows the secreted proteins from symbiont-associated IJs activated for different amounts of time. The right-hand side of the gel shows the proteins secreted from symbiont-associated (S) and axenic (A) IJs that were exposed to waxworm homogenate for 12 h. Each lane contains 1% of the total ESP volume. The 0h sample was collected from non-activated IJs. L, protein ladder; S, symbiotic IJs; A, axenic IJs. **(C)** Survival curves within 72 hrs of *Drosophila* injected with 20 ng of ESPs from nematodes having been activated for different lengths of time. The 30 hr curve (blue) mostly overlaps with the 6 hr curve (red). **(D)** Survival curves over 40 days of *Drosophila* injected with 20 ng of ESPs from nematodes having been activated for different lengths of time. **(E)** The average amount of ESPs secreted by individual IJs in 3 hours. **(F)** Survival curves of 2^nd^ instar *Bombyx mori* larvae injected with 650 ng of ESPs from axenic nematodes that were activated for 12 h. **(G)** Phenotype curves of last instar *Galleria mellonella* larvae injected with 4 μg of ESPs from axenic nematodes that were activated for 12 h. The dotted line shows the number of larvae that were either killed or paralyzed after the injection. Paralyzed waxworms recovered over time.

We then wanted to determine whether the process of IJ activation led to an output of excreted/secreted proteins (ESPs), which have been previously implicated in the parasitism of *S*. *carpocapsae* and other parasitic nematodes [e.g. 6, 29, 32, 46–48]. To do this we activated large batches of IJs in a time course, 6 hr, 12 hr, 18 hr, 24 hr, 30 hr, 42 hr, and 54 hr (~2 million IJs/sample; 3 replicates for each time point) and collected the ESPs. We showed that the non-activated IJs of *S*. *carpocapsae* secreted few if any proteins (Fig 2B). To determine whether the activated nematodes secrete different compositions of proteins over time, the same percentage (1%) of total ESPs from each time point was separated by a protein gel and visualized by silver staining. The qualitative profiles of abundant protein bands were similar for ESPs secreted at different time points, although the band intensities may vary due to different total ESP amounts and/or differential expression of certain proteins. We also found that IJs associated with *X*. *nematophila* and axenic IJs had similar profiles of high abundance secreted proteins (Fig 2B).

### The ESPs from activated IJs are highly toxic

Knowing that activated IJs release a diversity of ESPs into their hosts led us to wonder about the contribution of these proteins to the pathogenicity of the nematode/bacterial complex. We tested the toxicities of ESPs by injecting 5, 10, and 20 ng of concentrated proteins into adult *Drosophila* flies, which are a good model for studying EPN host-parasite interactions [49, 50]. We found that the ESPs from nematodes activated for 6–30 hr were consistently lethal to flies within 2–6 hr post-injection at a dose of 20 ng/fly (Fig 2C and 2D), but were not toxic at the dose of 5 ng/fly (S1 Fig). The toxicity of 10 ng/fly was less consistent between different protein samples (S1 Fig). Therefore, the dose of 20 ng/fly was used for all toxicity assays presented in Fig 2C and 2D. The 42 hr protein collection had much reduced toxicity (Fig 2C and 2D) and the 54 hr ESPs had no toxicity although the protein amounts and profiles were very similar to the 6–30 hr ESPs (Fig 2B), which indicates that the toxicity is mostly due to low-abundance proteins. Due to the highly toxic nature of these ESPs and their rapid deployment, we refer to them as venom proteins.

One lingering question was whether the activity we are seeing is due solely to nematode venom proteins and not toxins from the bacterial symbiont, *X*. *nematophila*. For all venom collection experiments we used a mixture of antibiotics (penicillin, streptomycin, and neomycin) to kill or suppress bacteria during IJ activation, washed activated nematodes thoroughly before venom collection, and filter-sterilized the collected proteins, there was still the possibility that the toxicity might result from a small amount of *X*. *nematophila* bacterial toxins. To address this, we obtained millions of axenic IJs by culturing them with a colonization defective mutant strain of *X*. *nematophila* [51] (S2 Fig). Several batches of 1000 axenic IJs were tested for their bacterial content. Unlike the symbiotic IJs, whose bacteria formed a lawn within 1 day, our axenic IJs did not show any bacterial growth even after 3 days, which confirmed that these IJs were indeed axenic (S2 Fig). We performed three replicates of activation using axenic IJs and collected the venom proteins. The axenic IJ venom had a similar protein profile and toxicity compared to symbiotic IJ venom (Fig 2B–2D, S1 Fig). This demonstrated that the activated nematodes indeed secrete lethal venom proteins. In addition to testing the toxicity of venom from axenic IJs in flies, we also injected them into silkworm larvae and waxworm larvae. We measured the weight of individual adult flies, 2^nd^ instar silkworm larvae, and last instar waxworm larvae to be approximately 0.8 mg, 20 mg, and 200 mg, respectively. We injected proportionately larger doses of venom in the silkworm and waxworm larvae, as they were considerably larger than adult fruit flies. We found that 650 ng of venom rapidly killed 2^nd^ instar silkworm larvae (Fig 2F). We found that 4 μg of venom appeared to rapidly kill waxworm larvae as well, as the larvae became unresponsive just hours after injection (Fig 2G). However, unlike what we observed with flies and silkworms, overtime, the waxworm larvae appeared to at least partially recover from the initial paralysis induced by the venom proteins (S4–S7 Videos), but they remained lethargic and less responsive than control animals (S4–S7 Videos). They also retained large dark spots near their heart, which we presume are the result of melanization (S3 Fig; S4–S7 Videos).

We then wanted to determine the ecological relevance of the amount of protein that was being secreted by activated IJs. Collected venom proteins were measurable by Bradford assay after ~500-fold concentration. Usually ~100 μg of venom proteins were obtained from ~2 million activated nematodes. We calculated that a single activated IJ secreted 0.061 ng of venom proteins within 3 hr (Fig 2E, S3 Table), and estimated that one IJ could secrete 0.49 ng proteins within 24 hr. Based on this estimation, we calculated that ~20 IJs are required to secrete 10 ng of venom proteins, the minimum lethal dose for *D*. *melanogaster*. This is an estimation based on the assumption that IJs continue to secrete protein once they are activated. Our data indicate that activated IJs do continue to secrete proteins for at least up to 54h after activation (Fig 2B) and that those products secreted between 6h and 30h of activation have a lethal effect on *D*. *melanogaster* adults (Fig 2C and 2D). The lethal dose will likely vary based on the host as we have shown in the case of waxworms and silkworms; it is possible that lower doses are effective against some natural hosts.

### Transcriptional analyses reveal similarity between *in vitro* and *in vivo* activation

We have shown that *in vitro* activated *S*. *carpocapsae* IJs release toxic venom proteins. The reason for doing *in vitro* activation rather than *in vivo* activation is that millions of IJs are required to generate enough venom proteins for downstream toxicity and proteomics analysis, a scale that cannot be achieved using *in vivo* infections. However, we did want to assess whether our *in vitro* activation method was a good proxy for what happens during an infection *in vivo*.

To test whether the *in vitro* IJ activation mimics the *in vivo* process, we compared the expression profiles of individual IJ-stage worms that were activated using these two methods. Specifically, we performed RNA-seq on individual non-activated IJs, 12h *in vitro* fully activated IJs, and IJs that were fully activated for 9 hr, 12 hr, and 15 hr *in vivo* using *Galleria mellonella* hosts. 

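Individual IJs were sequenced in 5 conditions with 3 single nematodes each, which gave 15 libraries: non-activated IJs, IJs activated for 12 hr *in vitro* with waxworm homogenate, and IJs recovered after 9 hr, 12 hr and 15 hr *in vivo*. The authors aligned paired-end reads of 43 bp to the *S*. *carpocapsae* transcriptome (WormBase WS254) with Bowtie 0.12.8 and quantified them with RSEM 1.2.12. The deposited values are RSEM expected counts, which are fractional where a read fits several transcripts, and TPM, which scale the counts by transcript length and library total. They carry no batch correction. The paper's methods apply such a correction afterwards, because the 9 hr and 12 hr *in vivo* samples were collected and processed on a different day. The gene tables list transcripts and hold the same values as the isoform tables in all 15 libraries, so the transcripts were summed to 28313 genes. Expected counts per library totalled between 5515051 (9 hr *in vivo*, replicate 3) and 17400857 (15 hr *in vivo*, replicate 3), with a median of 10145114. A gene with 0 counts can still reach 0.172 CPM (counts scaled by the library total) in the largest library and 0.544 CPM in the smallest, the level that 3 counts would give. These limits use the library total alone and cover counting error only.

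Gene sums were rounded and tested with edgeR's quasi-likelihood test, with all 15 libraries in 1 fit and TMM scaling. The low-count filter of edgeR (filterByExpr) left 21518 genes, and their common biological coefficient of variation was 0.473. Genes were called at the paper's thresholds, FDR < 0.05 and a fold change above 2. The input differs, since the paper's methods describe edgeR on TPM. Time-course genes were called with an F test of any difference among 0, 9, 12 and 15 hr *in vivo* at FDR < 0.01, because maSigPro was not available. The CPM given for single genes are scaled by the total over the tested genes times the TMM factor of the library (0.672 to 1.60). The limits for 0 counts are not scaled by this factor. Fold changes carry a standard error (SE) and other values a standard deviation (SD) over the 3 nematodes of a condition. The replicate numbers of the sample labels did not pair the libraries across conditions, nor did the other numbers that the deposited files carry. The paper places the 9 hr and 12 hr *in vivo* samples on a different day from the others. The other libraries were taken to share 1 day, which the paper does not state. Day and condition cannot be told apart in a comparison of the 9 hr or 12 hr *in vivo* IJs with the rest.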

We chose to sequence the 12 hr *in vitro* activated IJs for three reasons: (1) they have a higher ratio of fully activated nematodes than IJs activated for 6 hr (Fig 2A), (2) the 12 hr fully activated nematodes are still activated IJs while longer activation times lead to more developed nematodes, and (3) their venom proteins were highly toxic (Fig 2C and 2D). We sequenced a time course of IJs activated *in vivo* to compare our *in vitro* activation and to characterize transcriptional dynamics during early infection.

We generated a Spearman’s rank correlation matrix to determine the correlations of replicates and samples with each other (Fig 3A). In general, we found that IJs activated with both methods were more transcriptionally similar to each other than to the non-activated IJs, with 9 hr and 12 hr *in vivo* samples correlating better with each other (correlation ranges from 0.88 to 0.95) and 12 hr *in vitro* and 15 hr *in vivo* samples correlating better with each other (correlation ranges from 0.90 to 0.93). 

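Spearman's rho was computed over all 28313 genes on TPM for each pair of libraries. It is a correlation across genes, which are not independent replicates, so no p-value is given for it. Within and between the 9 hr and 12 hr *in vivo* libraries rho ranged from 0.888 to 0.931 over 15 pairs, with a median of 0.917. Within and between the 12 hr *in vitro* and 15 hr *in vivo* libraries it ranged from 0.866 to 0.920, with a median of 0.895. Non-activated IJs correlated with activated IJs at 0.711 to 0.803 over 36 pairs, and with each other at 0.849 to 0.876. The mean rho of the 12 hr *in vitro* libraries was 0.886 with 15 hr *in vivo*, 0.814 with 12 hr *in vivo*, 0.799 with 9 hr *in vivo* and 0.758 with non-activated IJs. The gap of 0.0712 between 15 hr and 12 hr *in vivo* had an exact permutation p of 0.1 (two-sided), the smallest that 3 libraries against 3 allow. The mean with 15 hr *in vivo* was 0.924 on expected counts, 0.909 on thinned counts and 0.858 over genes passing the low-count filter, each above the means with 12 hr *in vivo* (0.861, 0.854 and 0.801). Centring log2(TPM + 1) by processing day changed the order of the time points, with means of 0.868 with 15 hr, 0.891 with 12 hr and 0.888 with 9 hr *in vivo* (exact permutation p = 0.2 for 15 hr against each of the other two). Centring makes the mean of the 9 hr and 12 hr *in vivo* libraries equal to that of the others. It also raised the mean rho of non-activated with 9 hr *in vivo* IJs from 0.760 to 0.851, above that among non-activated IJs (0.846). The changed order is therefore partly built in and decides nothing. Over the venom genes alone the mean rho was 0.775 with 15 hr, 0.773 with 12 hr and 0.779 with 9 hr *in vivo*.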

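Principal components were computed on log2(TPM + 1) over the 28174 genes with a value above 0 in any library. The first component held 40.1% of the variance and the second 25.0%, together 65.0%. When each gene was given unit variance the pair held 55.0%. On the first component non-activated IJs scored 159 ± 24.6 (SD, n = 3), 12 hr *in vitro* IJs 26.7 ± 23.6, 15 hr *in vivo* IJs -12.9 ± 36.8, 12 hr *in vivo* IJs -86.4 ± 4.35 and 9 hr *in vivo* IJs -86.6 ± 7.19. On the second component the means were 73.1 ± 51.1 for non-activated IJs, 53.9 ± 5.09 at 9 hr, 38.5 ± 4.40 at 12 hr and -68.6 ± 34.5 at 15 hr *in vivo*, and -96.9 ± 22.5 at 12 hr *in vitro*. The 3 non-activated IJs spread over the range 14.1 to 104.7 on this component, more than the distance from the 9 hr to the 12 hr *in vivo* mean.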

Principal component analysis of the IJs also supports the sample relationships we observed in the Spearman correlation matrix (Fig 3B), where we see 12 hr *in vitro* and 15 hr *in vivo* samples clustering with each other. Principle Component 1 appears to recapitulate the trends seen when the number of genes expressed > 1 TPM were plotted against the samples, where the 9 hr and 12 hr *in vivo* activated IJs have the fewest number of expressed genes whereas Principle Component 2 clearly corresponds to time (Fig 3B and S4 Fig).

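Genes above 1 TPM numbered 15313 ± 386 (SD, n = 3) at 9 hr and 15160 ± 430 at 12 hr *in vivo*, against 19927 ± 3694 at 15 hr *in vivo*, 22182 ± 1538 at 12 hr *in vitro* and 19151 ± 2976 in non-activated IJs. The 6 libraries of 9 hr and 12 hr *in vivo* differed by -5183 genes on average from the other 9 (exact permutation test, two-sided, p = 0.0018), and they are also the 6 libraries of 1 processing day. Replicates of 1 condition also spread widely: replicate 3 at 15 hr *in vivo* had 15681 genes against 21697 and 22402 in the other two, and replicate 1 of the non-activated IJs had 22506 against 16828 and 18120. The relation of each component to the number of genes above 1 TPM was computed within each processing day, as a family of 4 relations with Benjamini-Hochberg (BH) adjustment. Over the 9 libraries of non-activated, 12 hr *in vitro* and 15 hr *in vivo* IJs the score on the first component was not related to this number (Pearson r = 0.0189, exact permutation p = 0.957, BH 0.957), and Spearman's rho was 0.300 (exact permutation p = 0.437, BH 0.582). Without the 2 libraries farthest from the median r was -0.263. Over the 6 libraries of 9 hr and 12 hr *in vivo* r was 0.694 (exact permutation p = 0.126, BH 0.253), rho was 0.714 (exact permutation p = 0.136, BH 0.272) and r without the farthest 2 was 0.810. For the second component r was -0.670 (exact permutation p = 0.0463, BH 0.185) and rho -0.650 (exact permutation p = 0.0666, BH 0.266) over the 9 libraries, with r at -0.764 without the farthest 2. Over the 6 libraries r was 0.0955 (exact permutation p = 0.860, BH 0.957) and rho -0.0857 (exact permutation p = 0.919, BH 0.919), with r at -0.694 without the farthest 2.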

**Fig 3:**
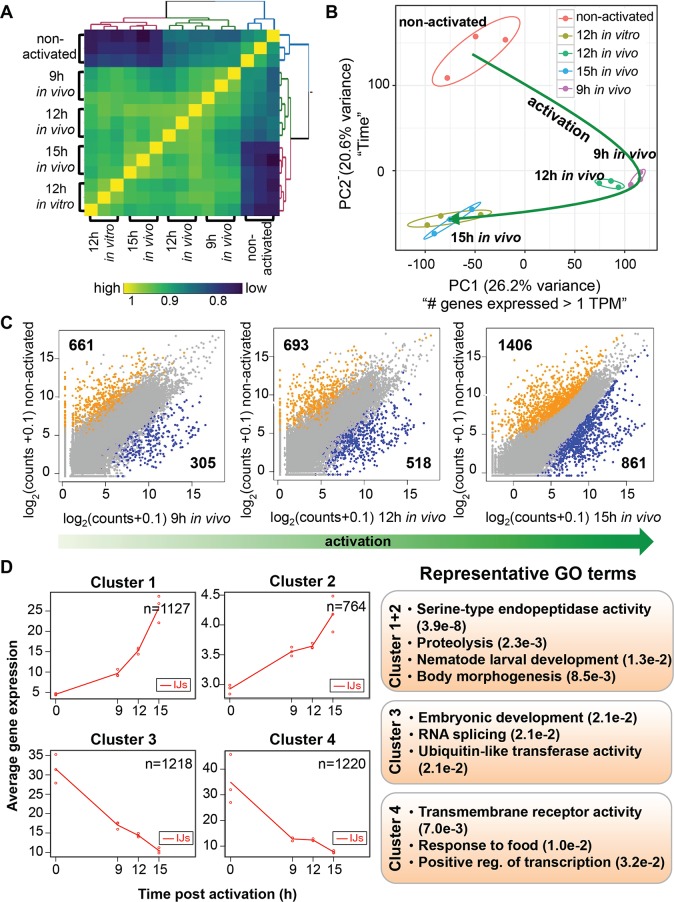
Gene expression dynamics during *in vivo* IJ activation. **(A)** Gene expression correlation matrix comparing the Spearman’s rank correlation coefficients between activated and non-activated IJs. Yellow colored cells indicate high correlations while blue cells indicate low correlations. Gene expression was transformed (log_2_(counts+1)) prior to calculating the correlation coefficients. Samples were K-means clustered by their Spearman’s rank correlation coefficients. **(B)** Activated and non-activated IJ transcriptomes plotted in the space of the first two principal components (which comprises 46% of the variation). A short description of what each principal component (PC) explains is included next to the PCs. The green line show the trajectory of IJ activation. **(C)** Scatterplots comparing the expression of all genes between non-activated IJs and 9 hr, 12 hr, 15 hr *in vivo* activated IJs. Genes labeled in orange and blue are differentially expressed (FDR < 0.05 and fold change > 2) between the stages compared, while grey genes are not. Expression for each gene was averaged across the biological replicates. **(D)** maSigPro plots showing the average expression of clusters of genes that are differentially expressed over the *in vivo* activation time course. The GO terms are representative of these expression clusters.

Next, we performed differential gene expression (DE) analyses to determine genes that change expression during the early-stage of *in vivo* infection. We observed an increase in the numbers of DE genes over the *in vivo* time course, with more DE genes being downregulated than upregulated (1,406 genes versus 861 genes at 15 hr, respectively) (Fig 3C). 

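Against non-activated IJs, 3428 genes were upregulated and 4406 downregulated at 9 hr *in vivo*, 3191 and 4460 at 12 hr, and 2593 and 2801 at 15 hr. The number called was therefore lower at 15 hr (5394) than at 9 hr (7834) or 12 hr (7651). The median log2 fold change of all tested genes was -0.34 at 9 hr, -0.40 at 12 hr and 0.09 at 15 hr. With library sizes alone as the scaling, these medians were -1.06, -1.07 and -0.42, and 24.1% of the genes called at 15 hr were upregulated in place of 48.1%. Which direction was more frequent at 15 hr depended on the setting. More genes were upregulated than downregulated with DESeq2 (3707 and 2809), with median-of-ratios (RLE) factors (2889 and 2378), without a low-count filter (2796 and 2546) and with the replicate number as a block (2644 and 2581). The same held without replicates 1 or 2 of the 15 hr *in vivo* IJs (2400 and 1954, 2175 and 1895) and without replicates 1 or 2 of the non-activated IJs (4296 and 2760, 2658 and 2465). Upregulated genes were also more frequent with limma on log2(TPM + 1) at 9 hr (3543 and 3264) and 12 hr (3249 and 2886), and with the exact test on TPM at 12 hr (2881 and 2834). The alternative that moved the 9 hr and 12 hr counts most was TPM centred by processing day with an exact test, which gave 646 up and 914 down at 9 hr, 1066 and 983 at 12 hr, and 1973 and 2415 at 15 hr. Centring draws the 9 hr and 12 hr means to a mean that includes the non-activated IJs, so these counts fall by construction. Among the genes with a mean of at least 10 CPM in the higher condition, the largest fitted rise at 15 hr was that of g18674, from 0.208 ± 0.361 CPM (SD, n = 3) to 1090 ± 982 (log2 fold change 12.2, SE 1.77, FDR 0.000132). Replicate 1 alone held its counts in non-activated IJs, and without it the fitted change was 16.6, so its rank is not established. The next by the fitted change was g11683, with 0 counts in all 3 non-activated libraries and 49.7 ± 4.95 CPM at 15 hr (FDR 4.22e-06). Against the highest level that 3 counts give in a non-activated library, 0.332 CPM by library total alone, it was at least 149-fold higher, which does not establish its rank either. The largest fitted fall was that of g21662, from 1176 ± 303 to 0.199 ± 0.270 CPM (log2 fold change -12.3, SE 1.55, FDR 4.12e-05), and -14.4 without replicate 2 of the 15 hr *in vivo* IJs, so the size of the change rests on few counts. The next by the fitted change, the venom gene g7047, rested on 1 library: its mean was 25.6 ± 44.3 CPM in non-activated IJs, and it was listed at 0 in all 3 libraries at 15 hr (FDR 0.0285). Against 3 counts in a library at 15 hr, at most 0.301 CPM by library total alone, this mean was at least 84.8-fold higher, so its rank is not established either. Without replicate 2 of the non-activated IJs its FDR was 1, and without replicates 1, 2 or 3 of the 15 hr *in vivo* IJs 0.0677, 0.0812 and 0.0657.

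**Figure D1:**
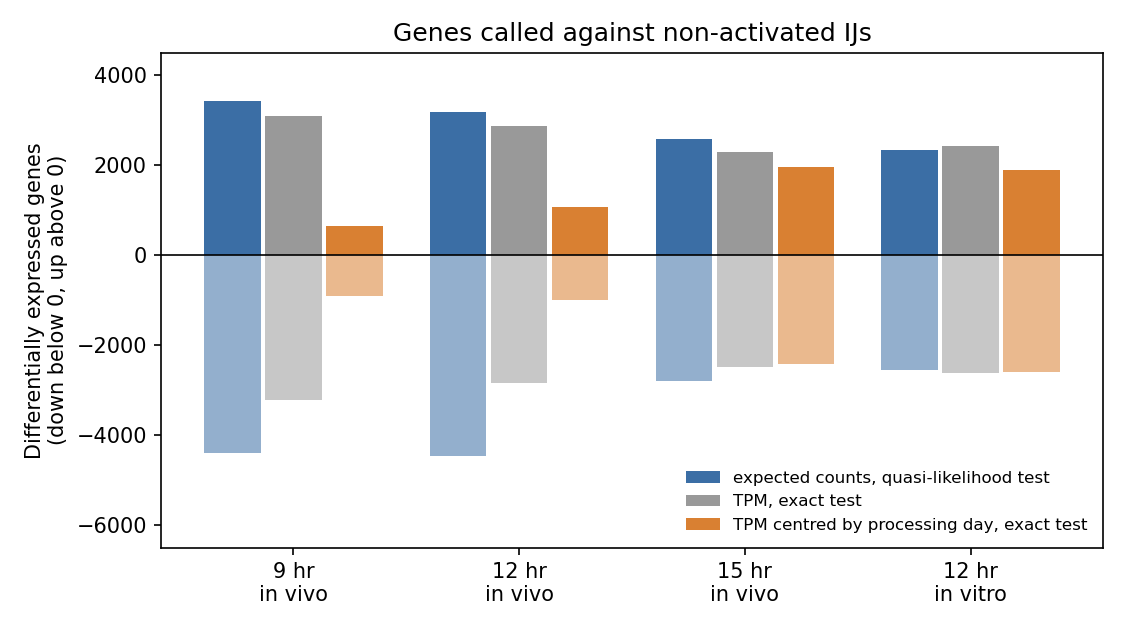
Numbers of genes upregulated (bars above 0) and downregulated (bars below 0) against non-activated IJs, for 4 activated conditions and 3 ways of analysing the libraries. From expected counts 5394 genes were called at 15 hr and 7834 at 9 hr *in vivo*, and from TPM centred by processing day 4388 and 1560. Centring makes the mean of the 9 hr and 12 hr *in vivo* libraries equal to that of the others, which lowers their counts by construction.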

To take the DE analysis a step further, we used maSigPro to find clusters of genes that are DE over the entire *in vivo* time course. We detected a total of 4,329 (15.2%) genes that change over the *in vivo* time course and generated four gene clusters with distinct dynamic profiles (Fig 3D); two clusters that increase over the time course (Cluster 1 and 2) and two that decrease over the time course (Cluster 3 and 4). 

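The F test over 0, 9, 12 and 15 hr *in vivo* called 7789 of the 21518 tested genes. The result changed most with DESeq2, where the likelihood ratio test called 11672 genes, and with TPM centred by processing day, where 2925 were called. A quadratic regression on TPM in the manner of maSigPro called 4050. Between 12 hr and 9 hr *in vivo*, which share a processing day, edgeR called 0 genes, with 2372 at an unadjusted p under 0.05. For this pair DESeq2 called 378, the exact test on TPM 94 and limma on log2(TPM + 1) 24. Without replicate 2 of the 12 hr *in vivo* IJs edgeR called 54. It called 13 and 11 without replicates 1 and 2 of the non-activated IJs, 11 without replicate 3 of the 15 hr *in vivo* IJs and 1 without replicate 1 of the 12 hr *in vitro* IJs. By the time point with the highest mean CPM, 2222 of the time-course genes (28.5%) peaked at 15 hr, 2747 (35.3%) at 9 or 12 hr and 2820 (36.2%) in non-activated IJs.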

We found slightly more genes decreasing (2,438 genes) during activation than increasing (1,891 genes), recapitulating the DE analysis results. 

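By the sign of the log2 fold change from 0 to 15 hr, 4075 time-course genes increased and 3714 decreased. The excess of increasing genes depended on the setting. With library sizes alone 5875 genes decreased, and in the quadratic regression 2229 decreased and 1821 increased. With TPM centred by processing day 1544 decreased and 1380 increased, over genes with a mean of at least 5 CPM 3025 and 2995, and in a fit without the *in vitro* libraries 3297 and 3204.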

We investigated the genes that are enriched in each cluster and found that genes involved in proteolysis and development increase during activation supporting the results of other studies [27, 52], whereas genes involved in transmembrane receptor activity (GPCRs), response to food, and positive regulation of transcription decrease during the time course (FDR < 0.05) (S5 Fig).

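The comparisons of 12 hr *in vitro* and of 15 hr *in vivo* IJs with non-activated IJs shared 1758 upregulated genes, 55.2% of the 3184 called in either. They shared 1847 downregulated genes, 52.6% of 3511. Only 12 genes were called in opposite directions. Without replicate 1 of the non-activated IJs, 3445 upregulated genes were shared. The log2 fold changes of the 2 comparisons had a Pearson r of 0.885 across the tested genes, and 85.4% had the same sign. Because both comparisons use the same 3 non-activated libraries, chance differences among these appear in both. In 20 simulations without any change the mean r was 0.498, 66.5% of genes had the same sign and 0 genes were called in both comparisons. Of the genes upregulated at 12 hr *in vitro*, 74.8% were also upregulated at 15 hr and 63.2% at 12 hr *in vivo*, and for downregulated genes the shares were 72.2% and 68.6%.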

To provide further evidence that *in vitro* and *in vivo* activated IJs are similar, we compared DE genes of the 12 hr *in vitro* activated IJs with the DE genes of the non-activated IJs and the IJs that had been activated *in vivo* for 9 hr, 12 hr, and 15 hr (Fig 4, S6 Fig). 

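In IJs activated for 12 hr *in vitro*, 2349 genes were upregulated and 2557 downregulated against non-activated IJs. More genes were upregulated than downregulated with DESeq2 (3797 and 2546), RLE factors (2700 and 2157), no low-count filter (2564 and 2424), a mean of at least 5 CPM (1840 and 1786), the replicate number as a block (2546 and 2443) and limma on log2(TPM + 1) (2800 and 2786), and without replicates 1 or 2 of the non-activated IJs (4254 and 2697, 2228 and 2192). Between 12 hr *in vitro* and 15 hr *in vivo* IJs, which were taken to share a processing day, 690 genes were called, of which 182 were higher and 508 lower *in vitro*. DESeq2 moved this count most, to 1219. It depended on single libraries: 361 genes were called without replicate 1 of the 12 hr *in vitro* IJs, 359 without replicate 2 and 445 without replicate 3, and 449 and 418 without replicates 1 and 3 of the 15 hr *in vivo* IJs. With library sizes alone, 478 genes were higher and 301 lower *in vitro*.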

The number of DE genes between the 12 hr *in vitro* activated nematodes and non-activated IJs (1,296 down- and 845 upregulated genes; Fig 4A), and those between the 15 hr *in vivo* activated nematodes and non-activated IJs (1,406 down- and 861 upregulated genes) are comparable, and only a small number of genes differ between the 12 hr *in vitro* and the 15 hr *in vivo* activated nematodes (Fig 4B). Examination of genes that are upregulated through activation (15 hr *in vivo* only, 12 hr *in vitro* only, or both) relative to the non-activated IJs revealed genes involved in serine-type endopeptidase activity, proteolysis, and arachidonic acid secretion, which are activities associated with the IJ stage (Fig 4C, S7 Fig). We found no significant enrichment of GO terms for the set of genes that are downregulated in both activated IJs versus the non-activated IJs (982 genes). However, we did find that genes downregulated in only *in vivo* activated IJs are enriched in GO terms such as hydrolase activity and chitin metabolic process (S7 Fig).

**Fig 4:**
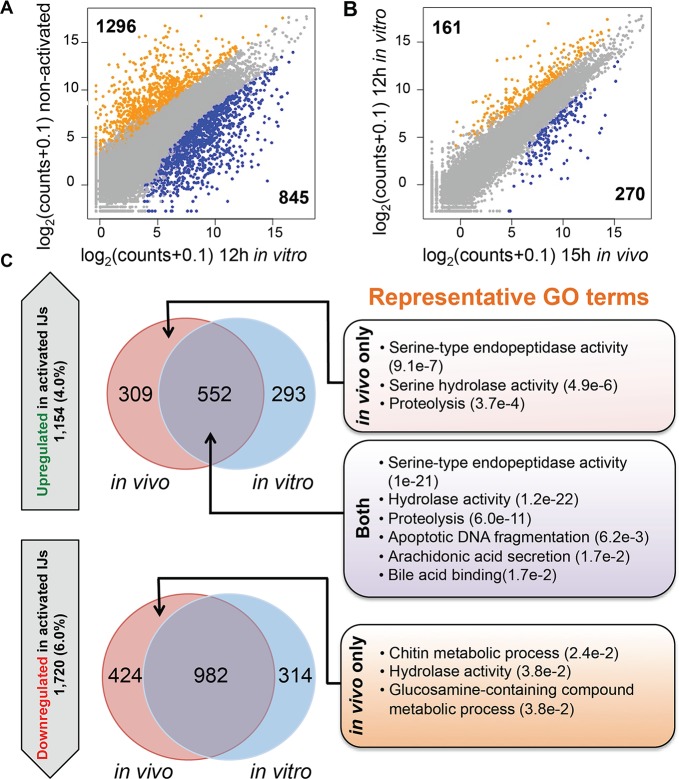
The gene expression profile of the 12 hour *in vitro* activated nematodes is most similar to that of 15 hour *in vivo* activated nematodes. **(A)** Scatterplot comparing the average gene expression counts of non-activated IJs and 12 hr *in vitro* activated IJs. Genes colored in orange and blue are differentially expressed (FDR < 0.05 and fold change > 2) and have higher expression in non-activated IJs and 12 hr *in vitro* activated IJs respectively. **(B)** Scatterplot comparing the average gene expression counts between 12 hr *in vitro* and 15 hr *in vivo* activated IJs. Genes colored in orange and blue are differentially expressed (FDR < 0.05 and fold change > 2) and have higher expression in 12 hr *in vitro* and 15 hr *in vivo* activated IJs respectively. **(C)** Venn diagrams showing genes that are upregulated and downregulated in the 12 hr *in vitro* and 15 hr *in vivo* activated IJs relative to non-activated IJs. The total number of upregulated and downregulated genes and their genome percentages are shown in the upward and downward block arrows, respectively. Representative GO terms and p-values for each category are listed on the right. Categories that do not have GO terms had no significant enrichment results.

### Nematode venom consists of a complex mixture of proteins

Since the venom released by activated nematodes is toxic, we wanted to determine the protein composition and to identify proteins that are potentially involved in parasite toxicity and immunomodulation of the host. Using mass spectrometry we identified 472 proteins released by the 12 hr *in vitro* activated nematodes with false discovery rates (FDRs) <1% (S4 Table). We were not only interested in the identities of these proteins, but also their corresponding gene expression levels during infection. 

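Across the 100 venom proteins with the highest emPAI (exponentially modified protein abundance index, the paper's measure of protein level), Spearman's rho between emPAI and the mean TPM at 12 hr *in vitro* was 0.356 (permutation test with 100000 resamples, two-sided, p = 0.00032). This is a correlation across genes, which are not independent replicates. Across all 472 venom proteins rho was 0.287 (permutation p = 1e-05, the smallest that this number of resamples gives). With TPM of the 15 hr *in vivo* IJs rho was 0.323 (permutation p = 0.00091), and with TPM of non-activated IJs it was 0.0607 (permutation p = 0.55). The difference between these conditions was not tested. With 1 *in vitro* replicate left out at a time rho stayed between 0.332 and 0.366.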

We plotted the correlation between transcript levels (12 hr *in vitro*) and protein levels for the top 100 expressed proteins and found a positive correlation of 0.34 (Spearman’s rank correlation coefficient) (S8 Fig). However, these data confirm the fact that changes in RNA expression do not always equate to changes in protein translation.

We generated a heatmap of venom gene expression over the activation time course (Fig 5A). 

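Of the 472 venom genes, 450 passed the low-count filter. In non-activated IJs the venom genes held 5.81% ± 2.28 (SD, n = 3) of the expected counts of a library, against 16.8% ± 4.23 at 12 hr *in vitro* and 23.5% ± 6.22 at 15 hr *in vivo*. The share was 16.0% ± 1.32 at 9 hr and 16.0% ± 3.71 at 12 hr *in vivo*. All 12 activated libraries exceeded the 3 non-activated ones (exact permutation test on the means, two-sided, p = 0.0022). Against non-activated IJs, 89 venom genes were downregulated in 12 hr *in vitro* or 15 hr *in vivo* IJs, and 100 with FDR adjusted over the list alone. The 4 largest falls shared by both methods among genes of at least 10 CPM, with all 6 libraries of both methods below all 3 non-activated ones, were those of g21663 (granulin-like), g13474, g21243 (cysteine-rich venom protein) and g19080. At 15 hr *in vivo* g21663 fell from 491 ± 77.7 to 0.356 ± 0.243 CPM (log2 fold change -10.5, SE 0.555, FDR 4.48e-07). The log2 fold changes of the other three at 15 hr were -8.88, -8.40 and -7.97. At 12 hr *in vitro* the changes of the 4 genes lay between -9.91 and -7.98, with FDRs of at most 8e-06.

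**Figure D2:**
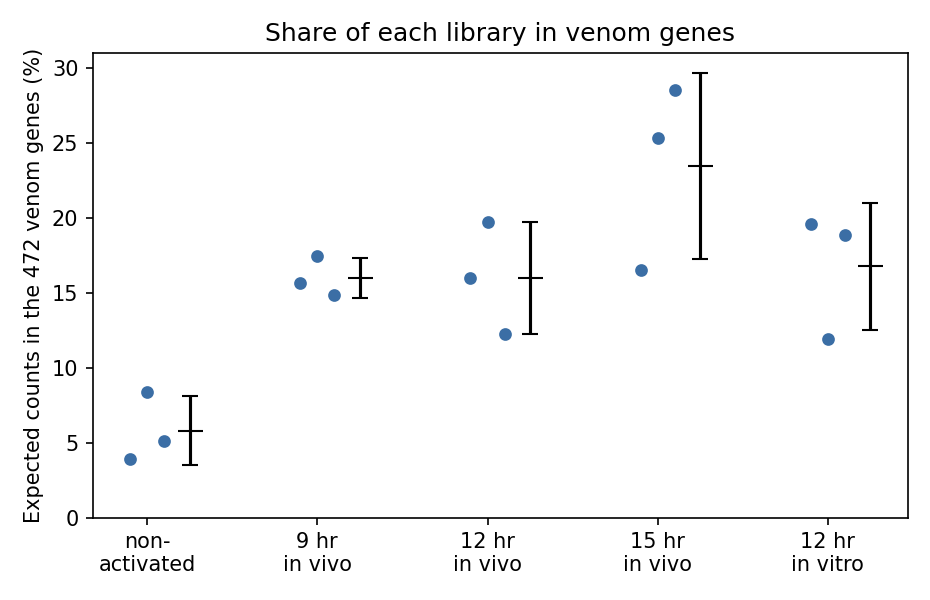
Percent of each library's expected counts in the 472 venom genes, for 5 conditions. Points are single nematodes and bars the mean and SD of 3. The non-activated IJs lie between 3.94% and 8.35%, and the activated IJs between 11.9% and 28.5%.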

We found that 88/472 venom genes exhibited higher expression in the non-activated IJs in comparison to activated IJs (DE analysis: FDR < 0.05 and fold change > 2X) (Fig 5A and 5B). This indicates that these venom proteins may be synthesized before (preloaded) or quickly after IJ activation and immediately deployed upon host invasion.

**Fig 5:**
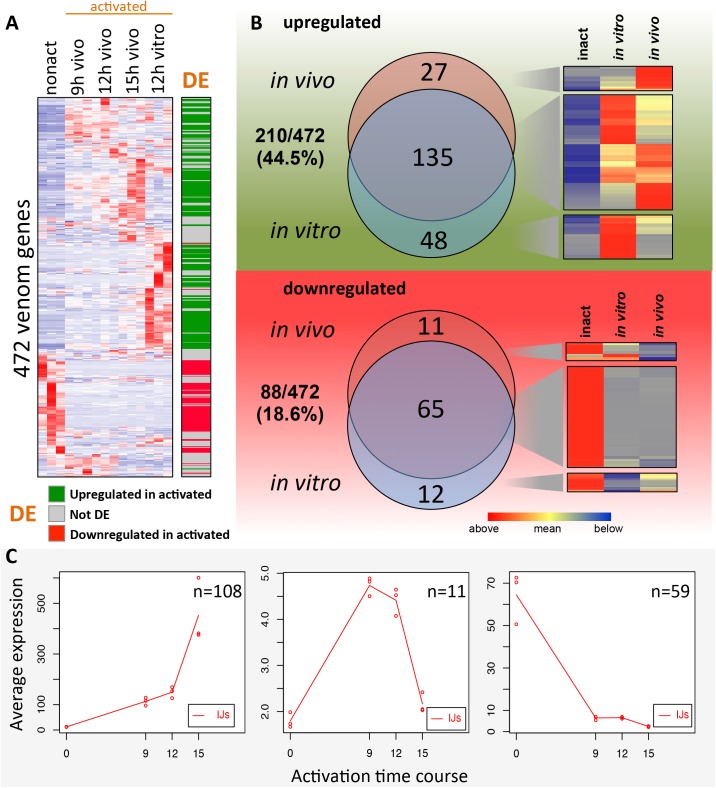
Expression of venom protein genes during IJ activation. **(A)** A heatmap showing the mean-centered gene expression counts of 472 venom protein genes across activated and non-activated IJs. Protein products of these genes were detected with mass spectrometry in the venom from 12 hr *in vitro* activated IJs. DE, differentially expressed. The green and red colored rows in the DE column represent the upregulated and downregulated genes in activated IJs, which are used in (B). **(B)** Venn diagrams showing the venom protein genes that are transcriptionally upregulated or downregulated in activated IJs relative to non-activated IJs, and their breakdown by activation method (12 hr *in vitro* and 15 hr *in vivo*). **(C)** maSigPro plots showing venom protein genes that are differentially expressed over the 15 hr *in vivo* activation time course.

The venom genes that are upregulated (Fig 5A, green in the DE column) and downregulated (Fig 5A, red in the DE column) in the 12 hr *in vitro* and 15 hr *in vivo* activated nematodes were compared to determine the similarities between the two samples (Fig 5B). Among the 210 upregulated venom genes, 135 (64%) are shared by the *in vitro* and *in vivo* samples (Fig 5B upper panel). 

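Upregulated venom genes numbered 228 in 12 hr *in vitro* or 15 hr *in vivo* IJs, of which 180 (78.9%) were upregulated in both. Adjusted over the list alone, 245 were upregulated in either and 190 in both. Leaving out 1 library at a time gave 162 to 183 genes in both. The median log2 fold change of venom genes was 1.78 *in vitro* and 1.64 at 15 hr *in vivo*, against 0.06 and 0.08 for the other tested genes. The venom list was chosen by proteins released after 12 hr *in vitro*, and the other genes were not matched to it in abundance. The set moved up in camera with a preset correlation of 0.01 between genes (p = 3.49e-07 *in vitro* and 6.28e-07 at 15 hr) and in fry (p = 4.42e-07 and 4.47e-07). With the correlation estimated from the data, camera gave p = 0.015 and 0.0167, and without replicate 1 of the non-activated IJs 0.0945 and 0.101. The preset camera p is not evidence beyond chance by itself, since at 15 hr another split of the 6 libraries gave 4.6e-07, and with both activated conditions as 1 group 5 of 84 splits gave a p as small as the real one. With library sizes alone the venom medians were 1.66 and 1.07. The 4 largest rises shared by both methods were those of the serine proteases g21512, g4193, g8473 and g784. In g4193 the level rose from 2.51 ± 1.30 to 3025 ± 1569 CPM *in vitro* (log2 fold change 10.2, SE 0.917, FDR 2.46e-06) and to 7217 ± 5581 CPM at 15 hr (log2 fold change 11.5, SE 0.959, FDR 1.16e-06). The changes of g8473 were 10.2 and 11.2, of g784 10.1 and 11.1, and of g21512 12.2 and 9.83. The change of g21512 at 15 hr was 6.06 without replicate 3 of the 15 hr *in vivo* IJs. Of 45 venom serine proteases, 26 were upregulated *in vitro* and 34 at 15 hr, with median log2 fold changes of 3.99 and 5.39 that kept their sign with RLE factors and with library sizes alone. At 15 hr the share upregulated was 75.6%, against 41.5% of the other venom genes (Fisher's exact test, FDR over 13 families 0.000178). *In vitro* it was 57.8% against 44.4%, a difference that did not pass the threshold (FDR 0.403). Whether the 2 methods differ in this share was not tested.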

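The downregulated venom genes included 81 called at 12 hr *in vitro* and 75 at 15 hr *in vivo*, and 67 (75.3%) were called in both. Adjusted over the list alone, 72 were called in both. Leaving out 1 library at a time gave 53 to 70, the lowest without replicate 2 of the non-activated IJs. Protease inhibitors were downregulated more often than other venom genes: 12 of 26 tested *in vitro* (Fisher's exact test, FDR over 13 families 0.00781) and 12 of 26 at 15 hr (FDR 0.00354). Their median log2 fold changes were -0.62 and -0.49, and negative also with RLE factors (-0.48 and -0.37) and with library sizes alone (-0.74 and -0.96), although 8 of them were upregulated *in vitro* and 9 at 15 hr.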

Among the 88 downregulated genes, 65 (74%) are shared by the *in vitro* and *in vivo* samples (Fig 5B lower panel). The finding that the majority of differentially expressed venom genes are shared by the *in vitro* and *in vivo* activated nematodes strongly suggests that the *in vitro* activation method we have developed mimics the *in vivo* IJ activation process, especially venom secretion.

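The log2 fold changes of the 450 tested venom genes after both methods had a Pearson r of 0.88 across genes, and 88.4% had the same sign, against means of 0.492 and 66.0% in the simulations without change. Only 1 venom gene was called in opposite directions. A direct test between 12 hr *in vitro* and 15 hr *in vivo* IJs called 64 venom genes, 28 higher and 36 lower *in vitro*. The direction of the majority depended on the setting: 42 were higher and 26 lower with library sizes alone, 46 and 38 with limma on log2(TPM + 1), 33 and 31 in a fit of only the groups compared, 27 and 19 without replicate 3 of the 15 hr *in vivo* IJs, and 40 and 39 without replicate 1 of the non-activated IJs. Without replicate 2 of the 12 hr *in vitro* IJs 37 were called, without replicate 3 40, and with DESeq2 102. The largest differences were those of g27615 (ShTK domain), with 445 ± 364 CPM (SD, n = 3) *in vitro* and 0.790 ± 0.317 at 15 hr *in vivo* (log2 fold change 9.08, SE 1.09, FDR 0.000951), and g2634 (EGF domain), with 102 ± 85.5 and 0.195 ± 0.152 CPM (log2 fold change 9.06, SE 0.814, FDR 0.000209). In the other direction, g19081 (trypsin-like serine protease) had 5.36 ± 3.47 CPM *in vitro* and 1283 ± 445 at 15 hr (log2 fold change -7.91, SE 0.945, FDR 0.000951). The collagen-like g21696 had 18.2 ± 17.2 and 1516 ± 1132 CPM (log2 fold change -6.39, SE 1.10, FDR 0.00469). The 2 conditions also differ in time after activation. From the sharing of most of these genes, the paper proposes that *in vitro* activation mimics activation in the host.

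**Figure D3:**
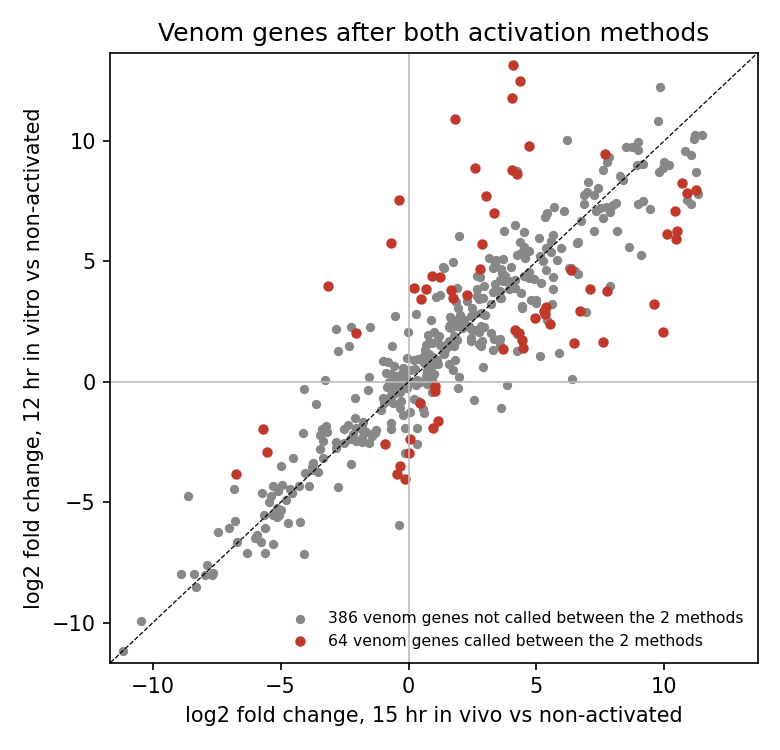
Fitted log2 fold changes against non-activated IJs for the 450 tested venom genes, at 15 hr *in vivo* (x axis) and 12 hr *in vitro* (y axis). The dashed line marks equal change. The 64 genes called between the methods are in red.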

The expression dynamics of the 472 venom genes were further investigated using maSigPro (Fig 5C). 

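Of the 450 venom genes tested, 260 (55.1% of the 472) changed over 0, 9, 12 and 15 hr *in vivo* at FDR < 0.01. Adjusted over the list alone the number was 277. The quadratic regression moved this most, to 80 venom genes, and centring TPM by processing day gave 245.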

During the time course 178 venom genes were DE throughout the *in vivo* activation time course and were grouped into three unique expression clusters. 

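The venom time-course genes were grouped by the time point with the highest mean CPM. A group of 111 genes peaked at 15 hr (119 over the list alone). Their mean level was 10.6% of the highest at 0 hr, 39.2% at 9 hr, 47.9% at 12 hr and 100% at 15 hr. Because the genes were grouped by this peak and scaled to it, the rise to 15 hr is set by the choice and its size is no test. On the log2 scale the largest median step was that from 0 to 9 hr, 3.36, followed by 1.02 from 12 to 15 hr and 0.22 from 9 to 12 hr. Both larger steps span the processing days. With TPM centred by day the same genes were at 34.6%, 44.8% and 95.2% at 9, 12 and 15 hr. The chymotrypsin-like g8473 had 4175 ± 1776 CPM (SD, n = 3) at 9 hr, 6305 ± 2250 at 12 hr and 14730 ± 8874 at 15 hr (time-course FDR 2.99e-06).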

A set of 108 genes increased expression during activation, with a large spike between 12h and 15h (Fig 5C, left panel). 

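A group of 74 venom genes peaked at 9 or 12 hr *in vivo* (79 over the list alone), and 26 with TPM centred by processing day, which removes any difference between the days, that between the time points included. At 15 hr their mean level was 58.1% of the highest, against 5.60% at 0 hr, and the median log2 step from 12 to 15 hr was -0.57. Because the genes were grouped by this peak, the lower level at 15 hr is set by the choice and is no test. The step from 12 to 15 hr also spans the processing days. The 3 with the lowest time-course FDR were g22077, g15321 (metallocarboxypeptidase) and g18024 (ubiquitin), with FDRs of 6.12e-07, 7.58e-07 and 9.17e-07. These FDRs are for any difference among the time points, and a fall to 15 hr was not tested. In g18024 the level was 33.0 ± 5.97 CPM (SD, n = 3) at 0 hr, 354 ± 24.9 at 9 hr, 297 ± 4.22 at 12 hr and 140 ± 32.3 at 15 hr. For g22077 the level was 1954 ± 233 CPM at 9 hr and 1420 ± 455 at 15 hr. For g15321 the 9 hr and 15 hr levels, 2424 ± 269 and 2204 ± 1285 CPM, differed by less than the spread between replicates.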

The expression levels of 11 genes peak at 9–12 hr and then quickly decrease (Fig 5C, middle panel). Some of these genes include pore-forming proteins, proteases, lipases, and proteases that have annotations for cell death and may be involved in damaging host tissue. 

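Venom genes highest in non-activated IJs numbered 75 (79 over the list alone). Their mean level was 11.0% of the highest at 9 hr, 11.0% at 12 hr and 12.3% at 15 hr *in vivo*, and the median log2 step from 0 to 9 hr was -4.16. The later median steps were -0.02 and 0.35. Here too the fall from 0 hr is set by the grouping, and its size is no test.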

Another set of 59 venom genes decrease sharply in expression by 9 hr post activation.

We find it worth noting that 79 of the 178 (44%) DE venom genes are clustered in small groups (< 6 genes per group) with a mean of 2.54 genes per group (note: genes were clustered close together if they were within 10 genes of each other), suggesting that a substantial number of venom protein genes have a higher order organization in the genome and may be grouped into operons. This is consistent with the hypothesis that fast response genes such as those that would be turned on after recovery from the developmental arrest of dauers or IJs, may often be organized in operons for efficient use of limited amounts of RNA polymerase II [53].

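The gene identifiers matched none in the gene table of the *S*. *carpocapsae* genome that was used, so the numbers in the identifiers stood in for gene order. Of the 260 venom time-course genes, 110 (42.3%) lay within 10 genes of another, in 42 groups with a mean of 2.62 and at most 5 genes. Random draws of as many tested genes gave a median of 44 (permutation p = 0.0001, the smallest that 10000 draws give). Draws of as many genes from the venom list itself gave a median of 99 (permutation p = 0.085), and of all 472 venom genes 250 (53.0%) lay in groups. Within 5 genes, 89 lay in groups (permutation p = 0.018 against the venom list), and within 20 genes 127 (permutation p = 0.53). From such groups the paper proposes a higher-order organization, with operons as a possibility.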

We used various bioinformatics tools to dissect the venom protein composition. We searched homologous proteins through BLAST to identify the highest sequence similarity to non-*Steinernema* genes. Fig 6A shows the 10 species with the highest number of matches to the venom proteins. Eight of these 10 species (*Brugia*, *Oesophagostomum*, *Dictyocaulus*, *Haemonchus*, *Ancylostoma*, *Ascaris*, *Toxocara*, and *Strongyloides*) are vertebrate-parasitic nematodes. The finding that these venom proteins are most similar to proteins found in vertebrate-parasitic nematodes suggests that the venom proteins of *S*. *carpocapsae* may be involved in parasitism rather than in common developmental pathways shared with free-living nematodes, though this remains to be tested. It also suggests that *S*. *carpocapsae* and related EPNs may be good model systems for studying vertebrate- or even human-parasitic nematodes and their secreted products.

**Fig 6:**
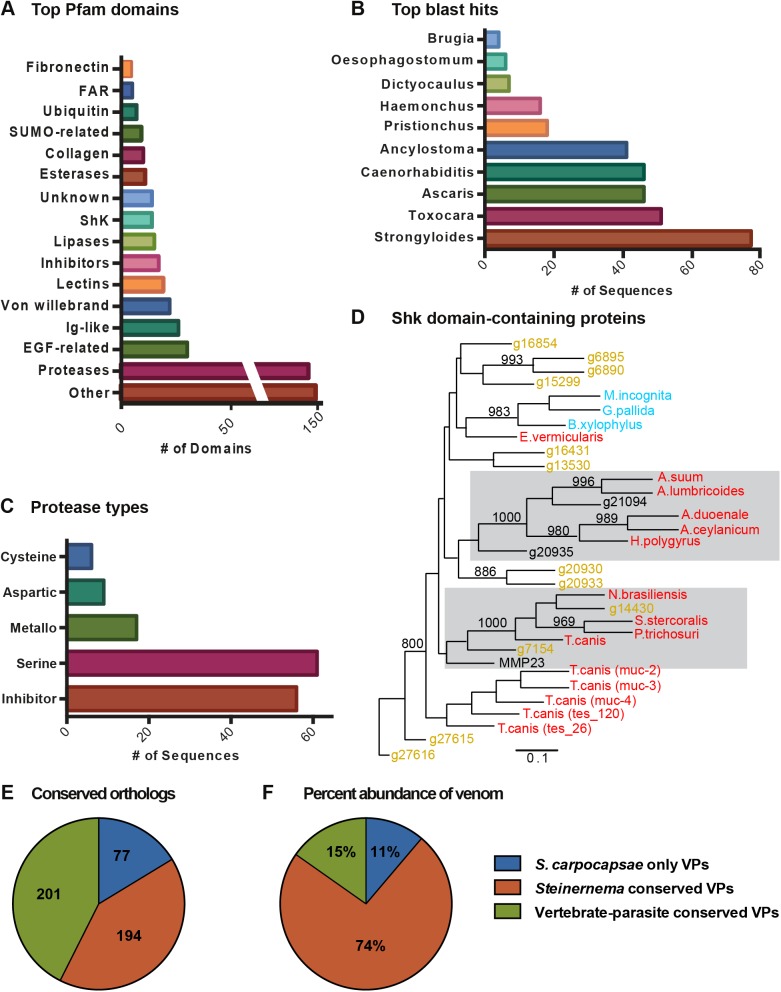
Comparative analysis of venom proteins from activated IJs. **(A)** Top BLAST hits of the 472 venom proteins in non-*Steinernema* organisms. **(B)** The top 16 Pfam domains in the venom proteins. **(C)** Merops breakdown of proteases and protease inhibitors found in the venom. **(D)** A neighbor-joining gene tree of the Shk domain-containing proteins found in the venom. Gray boxes highlight *S*. *carpocapsae* proteins with high similarity to Shk domain-containing proteins of vertebrate-parasitic nematodes. Bootstrap values of more than 80% (from 1000 replicates) are indicated at nodes. Bar, 10% divergence. **(E)** A pie chart showing the number of venom proteins that are conserved with at least one vertebrate-parasitic nematode, conserved with at least one other species of *Steinernema*, or are specific to *S*. *carpocapsae*. **(F)** A pie chart showing the percentage of molecules in the venom that belong to each of the categories above (conserved with at least one vertebrate-parasitic nematode, conserved with at least one other species of *Steinernema*, or specific to *S*. *carpocapsae*).

We analyzed the venom protein Pfam domains to predict their functions (Fig 6B). Proteases and protease inhibitors are particularly abundant in the venom (Fig 6C). We also calculated how many members of each protein family encoded by the genome were secreted in the venom (Table 1). For example, 56% of the TILa domain-containing proteins in the *S*. *carpocapsae* genome are detected in the venom (Table 1). Large proportions of proteases (38% of serine carboxypeptidases, 36% of trypsins, 23% of eukaryotic aspartyl proteases, and 18% of zinc carboxypeptidases) and protease inhibitors (33% of trypsin inhibitor-like cysteine-rich domain and 19% of Kunitz/Bovine pancreatic trypsin inhibitor domain) contained in the genome are found in the venom. 17% of Shk domain-containing proteins that are predicted to be toxins [4, 46] are present in the venom. A gene tree was constructed for Shk domain-containing proteins from *S*. *carpocapsae* and other parasitic nematodes (Fig 6D). We found that several *S*. *carpocapsae* Shk domain-containing proteins had high similarity to those of vertebrate-parasitic nematodes, implying potentially conserved functions in parasitism (Fig 6D).

**Table 1:** A large proportion of some protein families are secreted venom proteins.

Pfam Domain	Pfam domain	# in Genome^a^	# in Venom^b^	% in Venom^c^
TILa domain	PF12714.2	16	9	56%
Serine carboxypeptidase	PF00450.17	24	9	38%
Trypsin	PF00089.21	114	41	36%
Ubiquitin-2 like Rad60 SUMO-like	PF11976.3	17	6	35%
Trypsin inhibitor-like cysteine-rich domain	PF01826.12	79	26	33%
Von Willebrand factor type A domain	PF00092.23	33	10	30%
Ubiquitin family	PF00240.18	29	7	24%
Eukaryotic aspartyl protease	PF00026.18	39	9	23%
Kunitz/Bovine pancreatic trypsin inhibitor domain	PF00014.18	43	8	19%
Zinc carboxypeptidase	PF00246.19	33	6	18%
Shk domain-like	PF01549.19	85	14	17%

^a^ The number of genes whose protein products contain the specified domain.

^b^ The number of venom proteins with the specified domain.

^c^ The percentage = 100% x (# in venom) / (# in genome). The percentage represents the proportion of each gene family that encodes venom proteins.

Next we performed an orthology analysis to determine the conservation of venom proteins among nematodes. The orthology analysis included the 472 venom proteins and the proteomes of 13 other nematodes including 8 species of vertebrate-parasitic nematode, *Heterorhabditis bacteriophora*, and 4 other sequenced species of *Steinernema*. The venom proteins clustered into 321 clusters. We found that 43% of *S*. *carpocapsae* venom proteins share orthology with vertebrate-parasitic nematodes, but that the majority (57%) are specific to *Steinernema* (Fig 6E; S5 Table). In this orthology analysis we found that 168 *S*. *stercoralis* genes clustered with 148 of the 472 *S*. *carpocapsae* venom proteins into 116 total clusters. We assessed the gene expression profiles of these 168 *S*. *stercoralis* genes using previously published data [54], to determine whether these genes are expressed during parasitic stages. We found that the majority of these 168 *S*. *stercoralis* genes show expression in the infective juvenile (infectious 3^rd^ larval stage) or activated infective juvenile stages (tissue migrating 3^rd^ larval stage) (S9 Fig). We found that many of these genes are highly expressed in the infective stages with more than one third of them being expressed at levels over 1000 transcripts per million (TPM) and only 12 of these 168 *S*. *stercoralis* genes being expressed at levels lower than 10 TPM (S9 Fig).

Using the exponentially modified protein abundance index (emPAI) to estimate the absolute protein amount in our mass spectrometry data, we calculated the percentage of proteins in the venom that came from proteins conserved with vertebrate-parasitic species, those that were conserved with other species of *Steinernema*, and those that were specific to *S*. *carpocapsae*. We found that ~85% of the proteins in the venom were specific to *Steinernema* species (Fig 6F), indicating that although many of the venom proteins have orthologs in other parasites, *Steinernema*-specific proteins are the most abundantly secreted venom proteins.

## Discussion

To successfully establish parasitism, nematodes need to first find a proper host, enter the host, and then launch parasitic programs for survival. Host-seeking is a behavioral response of free-living IJs to host cues and is reversible if the IJs either fail to locate and enter a host or if subsequent cues lead to the decision not to enter the host [55]. The parasitic activation of IJs is irreversible once they have entered a host, and thus in the case of EPNs, activated nematodes are fully committed to killing the host. Understanding the critical transition from free-living IJ to active parasitic stages may reveal early mechanisms of host-parasite interactions and elucidate the biology underlying pathogenicity.

### *Steinernema* EPNs are more than pathogen vectors

EPNs are a special group of insect parasitic nematodes, which associate with symbiotic bacteria and kill insect hosts within a few days [11, 12]. The symbiotic bacteria have been extensively investigated and are highly toxic to insects, leading to a widely accepted assertion that the nematodes serve as vectors for the symbiotic bacteria and that the bacteria kill the hosts to provide food for the nematodes [13]. However, a few studies have demonstrated that axenic IJs of *S*. *carpocapsae*, but not of *H*. *bacteriophora* were able to kill insects that can support nematode growth and reproduction [16–18], and that even the growth medium of axenic *S*. *carpocapsae* was also lethal to hosts [19, 20], suggesting that the nematodes also contribute significantly to the pathogenicity of the nematode-bacterial complex rather than simply being a vector for the pathogenic bacteria. Simões *et al*. have identified 10 individual effectors from *Steinernema* EPNs [23–32]. These proteins have been shown to have potential functions in immune suppression and tissue damage. Our study has identified hundreds of putative venom proteins released by activated *S*. *carpocapsae* IJs using mass spectrometry. We have confirmed the toxicity of the complex mixture of released proteins in several insect hosts and show that these secreted proteins have high toxicity even when harvested from axenic nematodes. Injections of the venom proteins into last instar waxworms revealed a strong paralytic activity, from which many of the insects partially recovered. Our findings strongly suggest a new working model, at least for *Steinernema* EPNs, where both the nematodes and the symbiotic bacteria contribute to toxicity in hosts via secreted products.

The secretome and transcriptome data together suggest that a portion of the venom genes are highly transcribed in the host-seeking IJ stage and the venom proteins are possibly preloaded, ready to be released into the host immediately after activation. Further, our toxicity tests showed that 10 ng of venom proteins can kill *Drosophila* adults (S1 Fig), which is approximately the amount secreted by 20 nematodes over a 24 hour period. It may take more venom or a longer amount of time to kill larger hosts or hosts with stronger immune systems; or, the nematode venom alone may not kill the hosts in the natural environment but instead have synergistic effects with bacterial growth and metabolites, as previous studies suggested [21]. The fact that both adult flies and larval silkworms rapidly died but that most waxworm larvae were paralyzed rather than immediately killed reveals that the venom has different effects in different hosts or different insects have variable sensitivities to the venom. Further studies are required to reveal the details of the host-parasite antagonism and the relative roles of nematode and bacteria.

Our mass spectrometry results showed that the nematode venom is a complex mixture of proteins. Although we focused on proteins, we are aware of the possibility that other molecules may also be present in the venom, such as nucleic acids or small metabolites [56, 57], which can be analyzed by different mass spectrometry techniques. Additional investigation and identification of specific active components of EPN venom will be essential for understanding how the nematodes interact with their hosts. It is not only important in the case of EPNs, but may also be informative for vertebrate- and human-parasitic nematodes. Previous studies have suggested that helminth suppression of inflammatory immune responses in human intestine may be harnessed to treat inflammatory bowel disease [6, 58]. To avoid the use of live nematodes in therapy, we need to identify the active molecules that are released by the nematodes to modulate the host immune system. These include proteins and possibly small molecules such as ascarosides [59], which we have not explored here. We found that many of the *S*. *carpocapsae* venom proteins have orthologs in vertebrate-parasitic nematodes. For example, we found 168 orthologs to the *S*. *carpocapsae* venom proteins in *S*. *stercoralis*. Further, we found that all of these 168 *S*. *stercoralis* orthologs are expressed, many of them highly expressed in infective stages, leading us to speculate that these are putative venom proteins in *S*. *stercoralis*. However, unlike vertebrate-parasitic nematodes, EPNs rapidly kill their hosts. We found that the bulk of the total secreted venom proteins we analyzed consisted of *Steinernema*-specific proteins. We have not yet identified which protein(s) are actively causing death or paralysis, but our data suggest that it is the low abundance proteins that are responsible for these effects. Using EPN venom as a model for vertebrate-parasitic nematode ES products may facilitate the generation and testing of hypotheses in a way that is not currently possible in other systems.

### The IJ activation process can be studied *in vitro*

We found that the *in vitro* activation mimicked the *in vivo* process based on gene expression profiles. We hypothesized that the gene expression is temporally dynamic. Therefore, we did a time course transcriptome analysis of *in vivo* activation (9 hr, 12 hr, and 15 hr) and found that the 15 hr *in vivo* activated nematode transcriptome correlated best with the transcriptome of 12 hr *in vitro* activated nematodes. The extra 3 hr difference for *in vivo* activation may result from host seeking and penetration, which is not required for *in vitro* activation. The similarity between the *in vivo* and *in vitro* activation is encouraging and suggests that the *in vitro* conditions we have developed accurately mimic *in vivo* infection, at least in the early stages.

There were some differences in gene expression between the *in vivo* and *in vitro* activated nematodes. These could be due to the presence or absence of host immune response, differences in food quality and quantity, oxygen levels, or nematode population densities, etc. Although we tried to mimic the *in vivo* resources and texture by using insect homogenate absorbed by sponge pieces, some differences were inevitable. For example, (1) the insect homogenate was free of solid tissue; (2) the insect homogenate was heated to prevent melanization of hemolymph; and (3) the sponge, although providing aeration and tactile cues, was different from living insect cuticle in many aspects. Despite the technical differences, our results suggested that the essential genes and pathways for the IJ activation and pathogenicity are turned on or off in similar ways.

Variations in the transcriptomes of individual nematodes (biological replicates) may be due to technical and/or biological factors. Cutting and digesting the nematodes may cause loss of some cells. Genetic/epigenetic background and even the sex of individual IJs may differ. Although we confirmed the full activation status of the selected nematodes, they may not have been synchronized. It is common to incur variations using a small sample size. One potential way to reduce variation is to sequence more individual nematodes of the same activation condition, which could result in fewer distinct clusters of individual transcriptomes (e.g., due to sexes) or be averaged across the samples. Another way to reduce variation is to pool the selected nematodes from each condition, which, in addition to reducing variation may also obscure the transcriptional resolution we obtained by sequencing individual nematodes.

### EPNs are a good model system for studying vertebrate-parasitic nematodes

EPNs are a good model system for studying nematode-bacterium symbiosis, nematode-insect host interactions, and bacterium-insect host interactions. Discoveries about EPN biology are not only important for improving their efficacy as biological control agents, but are also important for understanding other parasitic nematodes, like those that cause diseases in mammals.

Much like other model systems that are widely used for studying numerous conserved biological processes related to human health, EPNs are increasingly considered good model organisms for studying vertebrate-parasitic nematodes. Some reasons that support their use as a model system include:

1. Vertebrate-parasitic nematodes and EPNs are closely related [8]. Thus, there is likely to be a high level of conservation between these groups. EPNs, like many vertebrate-parasitic nematodes are able to modulate host immunity [29, 30]. Therefore, EPNs with their broad range of infectivity strategies and likely differences in venom compositions may serve as a group of model organisms for understanding the role and function of certain secreted molecules in parasitism.
2. EPNs are technically easier and safer to culture and manipulate than vertebrate-parasitic nematodes. EPNs infect insects but not humans and therefore are less demanding in personal protection, research facilities, and host animals. They are easy and inexpensive to culture in large quantities in insects or *in vitro*. It is possible to culture them with or without their symbionts and the nematodes can develop through all life stages *in vitro*. We obtained millions of axenic *S*. *carpocapsae* IJs by culturing them on a colonization defective mutant of *X*. *nematophila* and were able to harvest enough venom proteins for toxicity analysis. This large-scale culture is extremely difficult, if not impossible in vertebrate-parasitic nematodes, most of which are not easy to culture *in vitro* and have not been shown to develop through all life stages *in vitro*. There are plenty of examples of proteomic studies of ES products from vertebrate-parasitic nematodes; however it remains uncertain whether the *in vitro* techniques used to generate the material actually mimic parasitism conditions *in vivo* [60–62]. In addition, it is relatively easy to collect EPNs of different developmental stages *in vivo* or *in vitro* for time-resolved analysis of transcriptome or proteome dynamics, such as our time course of *in vivo* IJ activation for transcriptome analysis and time course of *in vitro* IJ activation for testing venom toxicity. Such a fine temporal resolution is much more difficult to achieve in vertebrate-parasitic nematode systems.

## Conclusions

Our study of *S*. *carpocapsae* venom proteins and transcriptome dynamics during IJ activation leads to a new paradigm that EPNs also significantly contribute to toxicity in the host in addition to serving as vectors for entomopathogenic bacteria. We also found that EPN secretions contain many proteins that are conserved in other parasitic nematodes, providing new evidence to support the notion that EPNs and vertebrate-parasitic nematodes may use similar molecules to facilitate their parasitism. Thus, we propose that EPNs can be used as a model system for studying conserved aspects of vertebrate-parasitic nematodes, especially the bioactive components they release to manipulate the hosts.

## Materials and methods

### Insects

*Galleria mellonella* (waxworms) were purchased from CritterGrub (www.crittergrub.com). Healthy waxworms were sorted to remove wood chips, rinsed with tap water, surface dried on paper towels, and used immediately for infection by IJs or frozen at -80°C for making waxworm homogenate later.

*Bombyx mori* eggs were purchased from Mulberry Farms (www.mulberryfarms.com). Hatching larvae were fed silkworm chow, purchased from Mulberry Farms, *ad libitum*.

Oregon-R *Drosophila* flies were kept in standard fly bottles as previously described [63]. Briefly, flies were reared in bottles containing dextrose medium (129.4 g/L dextrose, 7.4 g/L agar, 61.2 g/L corn meal, 32.4 g/L yeast, and 2.7 g/L tegosept; polypropylene round bottom 8oz bottles plugged with bonded dense weave cellulose acetate plugs, Genesee Scientific Cat #49–100) and were housed at 25°C with 60% relative humidity and a 12 hr light and 12 hr dark cycle.

### Symbiotic and axenic *S*. *carpocapsae* IJs

Symbiotic IJs were produced by *in vivo* culture in waxworms. Twenty clean waxworms were put in a 10 cm Petri dish with a piece of filter paper on the bottom. Symbiotic IJs (~50 IJs/host) of *S*. *carpocapsae* (strain All) were suspended in 1 ml of tap water and distributed onto the filter paper. The infection can be scaled up to many plates to obtain more IJs. The infection plates were incubated at 25°C with 60% humidity in the dark for 2 weeks. Then the waxworm cadavers were transferred to White traps [64] in which a piece of 5.5 cm filter paper was raised by the lid of a 3.5 cm Petri dish in a 10 cm Petri dish with a thin layer of tap water (1–2 mm deep). Within 1–2 weeks the IJs gradually migrated into water. The IJs were collected and washed with tap water at least 3 times before being stored in tissue culture flasks with vented caps (VWR, 10062–860). Washing a large number of IJs was performed in a glass vacuum filter holder (Fisher Scientific, 09-753-1C) with two layers of 11 μm pore-sized nylon net filters (Millipore, NY1104700). Small populations of IJs were washed in 15 ml tubes by centrifugation at 700 rcf for 1 min at room temperature in a swing-bucket rotor. The supernatant was removed after each wash. The density of IJs was controlled to be lower than 15 IJs/μl to prevent oxygen depletion. The IJs were stored at 15°C.

Axenic IJs were produced by *in vitro* culture on the colonization defective mutant bacterial strain HGB315 of *X*. *nematophila* [51]. The mutant bacteria were streaked from a -80°C glycerol stock onto a NBTA plate (8.0 g/L nutrient agar; 25 mg/L bromothymol blue; 40 mg/L 2,3,5-triphenyltetrazolium chloride) supplemented with 0.1% (w/v) Sodium Pyruvate and a MacConkey plate (Difco MacConkey Agar, #212123) supplemented with 0.1% (w/v) Sodium Pyruvate. All colonies turned dark blue on the NBTA plate and reddish/brown on the McConkey plate (S2 Fig), confirming that they were the phase I bacteria. Mutant *X*. *nematophila* was inoculated in 5 ml of Luria-Bertani (LB) broth with 0.1% (w/v) Sodium Pyruvate and cultured overnight at 25–28°C with shaking at 220 rpm. 100–200 μl of overnight liquid culture was spread on lipid agar plates (8 g/L of nutrient broth, 5 g/L of yeast extract, 2 g/L of MgCl2, 7 ml/L of corn syrup, 4 ml/L of corn oil, and 15 g/L of Bacto Agar) supplemented with 0.1% (w/v) Sodium Pyruvate and incubated at 25–28°C for 24h or until a bacteria lawn formed. 1.5x10^4^ symbiotic *S*. *carpocapsae* IJs were seeded onto the mutant bacteria lawn. After 3 days, the nematodes developed to mature adults including gravid females, which were washed 3 times in a 15 ml tube with autoclaved 0.8% NaCl solution. The adult nematodes were treated twice by 15 ml bleach solution (0.5N NaOH and 0.5–0.6% NaClO) for 10 min each time. All the tissues were digested except the eggs/embryos (S2 Fig), which were washed 3 times by 0.8% NaCl solution and added to the mutant bacteria lawn on lipid agar plates. Nematodes hatched and developed to adults (S2 Fig), which were split to multiple mutant bacteria plates for obtaining more IJs.

Infective juveniles were washed off the mutant bacteria plates and washed 10 times with 0.8% NaCl solution. We surface sterilized 1000 IJs using 1 ml of 4 mM Hyamine 1622 solution (Sigma, 51126) for 30 min and washed 3 times with 0.8% NaCl solution. The IJs were homogenized in 50 μl of 0.8% NaCl solution by a tissue grinder (Fisher Scientific, 12-141-363) and plated on the LB plates supplemented with 0.1% (w/v) Sodium Pyruvate. The plates were incubated at 28°C in dark and checked for bacteria growth every day for 3 days. Four replicates were performed for the IJs from mutant bacteria plates and two replicates of 1000 symbiotic IJs were used as the control (S2 Fig).

### Waxworm homogenate preparation

Frozen waxworms (25 g for making 100 ml 25% homogenate) were ground in liquid nitrogen with a mortar and pestle into a fine powder, which was then transferred to a clean beaker. Phosphate-buffered saline (PBS: 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4) was added to suspend the powder to reach the desired volume. The beaker was loosely covered with plastic wrap and heated in a microwave oven until the suspension started boiling. The suspension was stirred and microwaved to boil again. The boiling step was repeated 3–4 times in total. The homogenate was cooled to room temperature in a water bath. The contents were transferred to 50 ml tubes and centrifuged at 3000 rcf for 5–10 min at 25°C. The supernatant, including with the top lipid layer, was transferred to new tubes and mixed vigorously before being aliquoted and frozen at -20°C for future use. The homogenate was supplemented with 1x antibiotics immediately prior to use (penicillin, streptomycin, and neomycin solution; Sigma, P4083-100ML).

### Activation of IJs and venom collection

About 2 million IJs were washed at least 3 times with washing solution (autoclaved 0.8% NaCl solution containing 0.01% Triton X-100 which prevents IJs from sticking to plastic and glass surfaces) in a glass vacuum filter holder (Fisher Scientific, Cat# 09-753-1C) with two layers of 11 μm nylon net filters (Millipore, NY1104700). The IJ suspension was then transferred to a 15 ml tube and centrifuged at 700 rcf for 0.5–1 min at room temperature. The supernatant was removed leaving about 5 ml of suspended IJs. The IJs were transferred to a 1 L flask containing 8.5 g of autoclaved sponge pieces soaked with 100 ml of 25% waxworm homogenate and 1x antibiotics (Sigma, P4083-100ML). The sponge and IJs were incubated at 25°C in the dark for a certain amount of time (specified in the experiments) for IJ activation.

To recover the nematodes after incubation, the sponge pieces were soaked in a 1 L beaker containing about 500 ml of washing solution for 5–10 min with occasional stirring (squeezing the sponge was avoided since doing so could damage nematodes). The nematode suspension was transferred to another beaker and 500 ml of washing solution was added to the sponge. The soaking step was repeated 5–6 times to recover most of the nematodes. The nematodes were collected in the glass vacuum filter mentioned above. The solution was removed, leaving only a thin layer of solution covering the nematodes. Then 100 ml of washing solution was immediately added and the nematodes were resuspended by pipetting. This washing step was repeated 10 times to remove contamination. The clean nematodes were resuspended in 105 ml of PBS solution and transferred to a sterile 1 L glass flask. The flask was incubated in a shaker set to 25°C and 200 rpm for 3 hr for the nematodes to continue to release venom. Then the nematodes were pelleted in 15 ml tubes by centrifugation at 700 rcf for 0.5–1 min at room temperature. The nematodes were saved for quantification of activation rates and microscopy. The supernatant was filtered through a low protein binding 0.22 μm syringe filter (Fisher Scientific, Cat# 9719001) to remove residual nematodes and bacteria and collected in two 50 ml tubes (approximately 100 ml). The filtered supernatant containing the nematode venom was stored at -20°C or immediately concentrated in an Amicon Ultra 15 ml centrifugal 3kDa filter (Millipore, UFC900308). The centrifugal filter was filled with 15 ml of venom and centrifuged in a swing-bucket rotor at 3000 rcf at 4°C for 50–60 min to concentrate to less than 1 ml. The flow-through solution was discarded and another 15 ml of venom was added to the centrifugal filter. The centrifugation was repeated until the 100 ml of venom was concentrated to the dead volume of the filter (~200 μl). The concentrated venom proteins were transferred to a 1.5 ml low retention tube (Fisher Scientific, Cat# 21402903). Protein concentration was measured using a Bradford assay using the Bio-Rad protein assay dye reagent (Bio-Rad, 500–0006). The remaining concentrated venom was stored at -80°C. Three biological replicates of activation and venom collection were performed.

### Quantification of activation rates

After activation and venom collection, the nematodes were diluted to a density of 10–20 nematodes/μl for quantification of activation rates. Approximately 10 μl of nematode suspension was placed on a glass slide and covered by a cover slip for observation with a compound light microscope. 100x magnification was enough for identifying the partially activated and fully activated nematodes with partially and fully expanded pharyngeal bulbs, respectively (Fig 1E–1J). When the phenotype was difficult to score, higher magnification (200x or 400x) was used. Nematodes without obviously visible pharyngeal bulbs were considered as non-activated (Fig 1C and 1D). The quantification was repeated at least 3 times for each sample and 3 biological replicates were performed. Photos and videos of nematodes were taken using a Canon EOS T5i camera attached to a Leica DM2500 microscope.

### Scanning electron microscopy (SEM)

Non-activated IJs were treated by 0.5–0.6% sodium hypochlorite (10-fold dilution of household bleach containing 6% sodium hypochlorite) for 1 min to dissolve L2 cuticle sheath and immediately washed 3 times by 0.8% NaCl solution. Nematodes that were fully activated *in vitro* for 18h were washed 3 times by 0.8% NaCl solution. The washed non-activated IJs and activated nematodes were processed and observed by SEM as described previously [65].

### Protein electrophoresis

Proteins were denatured by SDS sample buffer (final 1x buffer: 50 mM TrisHCl pH6.8, 2% SDS, 2.5% Ficoll, 0.01% bromophenol blue, and 0.1 M DTT) and heating for 10 min in boiling water before being loaded to a 4–15% Mini-PROTEAN TGX Precast Gel (Biorad, # 4561086). Protein molecular weights were marked by the Precision Plus Protein Dual Color Standards (Biorad, #1610374). The electrophoresis was run at 100 Volts for 60–90 min and the gel was stained by the Pierce Silver Staining kit (Pierce, # 24600) following the manufacturers instructions.

### Venom toxicity assays

To test toxicity in flies, 5–7 day old male flies were sorted into new fly vials before being used for injection as previously described [63]. Flies were anesthetized with CO_2_. The concentrated venom proteins were diluted to 0.4 μg/μl (= 20 ng/50 nl), 0.2 μg/μl (= 10 ng/50 nl) and 0.1 μg/μl (= 5 ng/50 nl), 50 nl of which was injected into the anterior abdomen of each fly by a high-speed pneumatic microINJECTOR (Tritech Research, MINJ-FLY) and a pulled glass needle. Three biological replicates of venom were tested for toxicity. Three technical replicates of >20 flies each were performed for every biological replicate (i.e., >60 flies per biological replicate). Flies injected with PBS solution were used as the negative control. Injected flies were maintained in fly vials and their survival was recorded at 2 hr and 6 hr post-injection, and every 24 hr thereafter until all flies died. To test toxicity in silkworms, 2^nd^ instar larvae were anesthetized using CO_2_ and were injected with 1 μl of 0.65 μg/μl venom in one of the prolegs in the penultimate pair using a microINJECTOR (Tritech Research, MINJ-FLY). Silkworms were injected with 650 ng of venom from axenic *S*. *carpocapsae* IJs that had been activated for 12 h in waxworm homogenate. We injected 50 larvae with venom and 50 larvae with PBS buffer. Survival was recorded for 10 days. Injected larvae were fed silkworm chow *ad libitum*. To test toxicity of the venom in waxworms, last instar waxworm larvae were injected into one leg of the last pair of prolegs as previously described [66]. Each larva was injected with either 10 μl of PBS buffer or 10 μl of venom that was concentrated to 0.4 μg/μl for a total of 4 μg per larva. Waxworm larvae were injected using a 10 μl gastight syringe (Hamilton). We injected 30 larvae with venom and 30 larvae as a control. Injected larvae were monitored for 10 days but not fed. Survival curves were plotted with the GraphPad Prism software (GraphPad Software, Inc. La Jolla, CA).

### Protein digestion by trypsin/Lys-C

Venom proteins were digested by Trypsin/Lys-C Mix, Mass Spec Grade (Promega, V5072) following the product manual with some modifications. Then 30 μg of proteins were denatured in 6–8M Urea and 50mM Tris-HCl (pH 8). The disulfide bonds were reduced by 5 mM dithiothreitol (DTT) for 30 minutes at 37°C followed by alkylation by 15 mM iodoacetamide for 30 min at room temperature in the dark. Excess iodoacetamide was quenched by adding DTT to 10 mM (with the previously added 5 mM making the total 15 mM). Trypsin/Lys-C Mix was added to the protein sample at a 25:1 protein:protease ratio (w/w) and incubated for 3–4 hr at 37°C.

The reaction was diluted with 50 mM Tris-HCl (pH 8) to reduce the urea concentration to 1 M or below and incubated overnight at 37°C. Protein digestion was terminated by adding trifluoroacetic acid (TFA) to a final concentration of 0.5–1%, and particulate material was removed by centrifuging at 14,000–16,000 rcf for 10 minutes. The supernatant was transferred to a C18 spin column (Pierce, 89873) for peptide clean-up following the product manual. The resin in the column was rinsed twice by 200 μl of activation solution (50% acetonitrile) and centrifuged at 1500 rcf for 1 min. Then the resin was rinsed by 200 μl of equilibration/wash solution (0.5% TFA in 5% acetonitrile) and centrifuged at 1500 rcf for 1 min. The peptide sample was mixed with 1/3 volume of 2% TFA in 20% acetonitrile and loaded to the column and centrifuged at 1500 rcf for 1 min. The flow-through was reloaded to the resin and centrifuged again. The resin was then washed twice by 200 μl of equilibration/wash solution and centrifuged at 1500 rcf for 1 min. The column was placed in a new 1.5 ml tube and 20 μl of elution buffer (70% acetonitrile) was added to the resin bed that was centrifuged at 1500 rcf for 1 min. The elution was repeated one more time to collect a total of 40 μl of peptide solution that was dried in a vacuum evaporator.

### Mass spectrometry

A MudPIT approach was employed to analyze the trypsin-treated sample. A two-dimension nanoAcquity UPLC (Waters, Milford, MA) and an Orbitrap Fusion MS (Thermo Scientific, San Jose, CA) were configured together to perform online 2D-nanoLC/MS/MS analysis. 2D-nanoLC was operated with a 2D-dilution method that is configured with nanoAcquity UPLC. Two mobile phases for the first dimension LC fractionation were 20 mM ammonium formate (pH 10) and acetonitrile, respectively. Online fractionation was achieved by 5 min elution off a NanoEase trap column (Waters, 186003682) using stepwise-increased concentration of acetonitrile. A total of 5 fractions were generated with 13%, 18%, 21.5%, 27%, and 50% acetonitrile, respectively. A final flushing step used 80% acetonitrile to clean up the trap column. Every fraction was then analyzed online using a second dimension LC gradient. The second dimension nano-UPLC method was described previously [67].

Orbitrap Fusion MS method was based on a data-dependent acquisition (DDA) survey. The acquisition time was set from 1–70 min. Nano ESI source was used with spray voltage at 2600V, sweep gas at 0, and ion transfer tube temperature at 275°C. Orbitrap mass analyzer was used for MS1 scan with resolution set at 60,000. MS mass range was 300–1800 m/z. AGC target for each scan was set at 500,000 with maximal ion injection time set at 100 ms.

For MS2 scan, Orbitrap mass analyzer was used with an auto/normal mode at the resolution of 30,000. Only precursor ions with intensity 50,000 or higher were selected for MS2 scan. Sequence of individual MS2 scanning was from most-intense to least-intense precursor ions using a top-speed mode under time control of 4 sec. Higher energy CID (HCD) was used for fragmentation activation with 30% normalized activation energy. Quadrupole was used for precursor isolation with a 2 m/z isolation window. MS2 mass range was set auto/normal with first mass set at 110 m/z. Maximal injection time was 100 ms with AGC target set at 20,000. Ions were injected for all available parallelizable time. A 5-sec exclusion window was applied to all abundant ions to avoid repetitive MS2 scanning on the same precursor ions using 10 ppm error tolerance. Only charge states from 2 to 6 were allowed for MS2 scan, but undetermined charge states were also included. All MS2 spectra were recorded in the centroid mode.

The raw MS files were deposited to ProteomeXchange with the accession number PXD005250 and MassIVE accession number MSV000080306 (the files can be accessed using the following link: http://massive.ucsd.edu/ProteoSAFe/status.jsp?task=6a511df313a844d897459ab1eb34c07b)

The raw files were processed and analyzed using Proteome Discoverer version 2.1 (Thermo Scientific, San Jose, CA). Sequest HT search engine was used to match all MS data to a *S*. *carpocapsae* protein database (downloaded from WormBase ParaSite; steinernema_carpocapsae.PRJNA202318.WBPS5.protein.fa) and common contaminant proteins. The search parameters were following: trypsin with 2 missed cleavages, minimal peptide length for six amino acids, MS1 mass tolerance 20 ppm, MS2 mass tolerance 0.05 Da, Gln→pyro-Glu (N-term Q), oxidation (M), N-terminal acetylation as variable modifications. Only proteins with 1% FDR cut-off were considered in the final result.

### Protein domain analyses

To evaluate the prevalence of protein domains in the venom proteins and the predicted whole proteome of *S*. *carpocapsae*, we used the hmmscan program of the HMMER (3.0) software package as previously described [68], which implements probabilistic profile hidden Markov models [69]. We set our threshold *E*-value criterion at 10^−6^, so that no known false-positive matches would be detected in assigning Pfam domain identities. We ran the analysis on the predicted proteome of *S*. *carpocapsae* (WormBase ParaSite; steinernema_carpocapsae.PRJNA202318.WBPS5.protein.fa) and on the secreted venom proteins identified using mass spectrometry.

### Analyses of proteases and protease inhibitors

The sequences of all 472 protein sequences that were identified in the secreted protein products were analyzed using the MEROPS peptidase database (merops.sanger.ac.uk) [70]. A breakdown of the proteases is shown in Fig 6C.

### Gene tree analysis

Shk domain-containing proteins found in the *S*. *carpocapsae* secretome were further explored by constructing a gene tree using whole protein sequences. To do these analyses we included the 14 Shk domain-containing proteins in the secretome as well as some of the orthologs of those proteins, identified in parasite.wormbase.org. These protein sequences were aligned using MUSCLE [71]. Aligned protein sequences were then evaluated by distance analysis using the JTT matrix and a subsequent Neighbor-joining tree was created using the PHYLIP software package version 3.68, using the protdist and neighbor programs, and seqboot to calculate 1000 replicates of bootstrap analyses [72].

### Single nematode transcriptome sequencing

For *in vivo* activation of IJs, 10 waxworms were infected by 10,000 IJs in an infection Petri dish as described above. After 0.5 hr of infection, the waxworms were transferred to a new Petri dish so that the infection was relatively synchronized. After 9 hr, 12 hr and 15 hr incubation at 25°C in dark, the waxworms were dissected in 0.8% NaCl solution. The released nematodes were separated from large tissue debris and washed 3 times with 0.8% NaCl solution in a 15 ml tube. The nematode suspension was placed in a Petri dish and the nematodes (observed with a 10x6 magnification of a Leica M80 dissecting microscope with transmitted light) were individually transferred by a 10 μl pipette to another Petri dish containing 0.8% NaCl solution. This step was repeated two more times to minimize contaminating host debris.

For *in vitro* activation of IJs, 1000 IJs were incubated in 0.085 g of sponge soaked with 1 ml of 25% waxworm homogenate and 1x antibiotics (Sigma, P4083-100ML). After 12 hr incubation at 25°C in dark, nematodes were washed off the sponge foam and washed in the same way as the *in vivo* activated nematodes.

The activated nematodes were individually pipetted onto a glass slide without a coverslip and examined under a compound microscope to confirm that they have fully expanded pharyngeal bulbs (fully activated). A single fully activated nematode was pipetted in a volume of 0.5 μl onto the side wall of a clear 0.2 ml PCR tube containing 2 μl of Lysis buffer [10 mM Tris-HCl (pH 7.5–8.0), 1% Triton X-100, 1% Tween 20, 0.5 mM EDTA, 3 units of RNase inhibitor (Takara 2313A), 2 mg/ml Proteinase K (VWR, 97062–670)] at the bottom. The PCR tube was gently placed on its side on the stage of the Leica M80 dissecting microscope and the nematode was cut into 3–4 fragments using a sterile insulin syring needle (BD, 305109). The fragments were immediately spun down into the lysis buffer using a mini centrifuge. The tube was placed on ice for 30–60 min. 8 nematodes were individually processed for each condition, i.e., non-activated, *in vitro* activated for 12h, *in vivo* activated for 9 hr, 12 hr, and 15 hr.

Library preparation was done using the Illumina Nextera tagmentation protocol [73, 74]. Input DNA and reagents were scaled down so that 20ng of cDNA (2.5 ng/ uL) was combined with 12 uL of tagment buffer and 2.1 uL of transposase enzyme. The tagmentation reaction was carried out for 5 min at 55°C in a thermocycler (lid heated to 105°C). The tagmented DNA was cleaned using a Qiagen DNA purification kit, and eluted from the Qiagen column with 30 uL of EB. The sample was mixed together with 35 μL of Phusion high fidelity master mix, 2.5 μL of 25 μM Nextera adapter ID, and 2.5 μL of 25 μM Nextera adapter Ad_noMX in a PCR tube. Samples were spun down quickly, and amplified for 6 cycles using the PCR program with the following settings: 72°C for 5 min, 98°C for 30 s, [98°C for 10 s, 63°C for 30 s, 72°C for 1 min] for 6 cycles, 72°C for 5 min, and hold at 4°C.

PCR primers were cleaned from the sample by mixing the sample with a 1:1 ratio of Ampure XP beads. Samples were placed on a magnetic stand, and washed with three 200 uL washes of 80% ethanol. The beads were dried for 5 min and the library was eluted from the beads in 30 uL of elution buffer. Library concentrations were measured with the Qubit fluorometer and Bioanalyzed with the 2100 Agilent Bioanalyzer.

Sample libraries had an average fragment size of 450bp and were sequenced as paired-end 43 bp on the Illumina NextSeq 500 to an average depth of 20 million reads. Reads for single worm RNA-seq samples were submitted to Gene Expression Omnibus (GEO) under the accession number GSE89961 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=qdcbequejxcfzef&acc=GSE89961).

### Gene expression quantification

The *S*. *carpocapsae* transcriptome (PRJNA202318 downloaded from WormBase ParaSite version WS254) was prepared for indexing using the RSEM command (version 1.2.12) rsem-prepare-reference [68, 75]. The unstranded, paired-end 43 bp RNA-seq reads were mapped to the transcriptome using Bowtie 0.12.8 with the following options: -X 1500 -a -m 200 -S—seedlen 25 -n 2—offrate 1 -p 64 -v 3 [76]. Gene expression was quantified with RSEM using the command rsem-calculate-expression. RNA-seq reads were also mapped to the genome using Tophat [77] to compare read mapping percentages between the genome and transcriptome.

### Batch correction and normalization of gene expression data

Gene expression in transcripts per million (TPM) from RSEM were batch corrected with the R package limma to normalize for technical differences since the 9 hr and 12 hr *in vivo* activated samples were collected and processed on a different day [78] from other samples. Gene expression counts was quantile normalized using normalizeQuantiles in R.

### Differential gene expression analysis

Differential gene expression between activation stages was determined using EdgeR [79]. TPMs were normalized by library size with calcNormFactors(d). For all differential expression (DE) analyses, genes were called as differentially expressed if they had FDRs < 0.05 and fold changes > 2X.

### Gene Ontology enrichment analyses

Fisher’s exact tests were performed on sets of genes that were differentially expressed according to edgeR or dynamically expressed according to maSigPro using Blast2GO [80]. Genes that are enriched in GO categories with FDRs < 0.05 were considered statistically significant.

### Assessing differential gene expression dynamics during the *in vivo* activation time course with maSigPro

maSigPro was run as a single time series to assess the gene expression dynamics during *in vivo* activation time course for all genes (28,313) and for the 472 venom genes. TPMs were normalized using calcNormFactors() in R, and DE genes were called with FDR < 0.01.

### Venom protein conservation across nematode parasites

Venom protein orthology relationships were determined across parasite proteomes (downloaded from parasite.wormbase.org) using OrthoMCL version 1.4 for the following parasitic nematodes: *S*. *carpocapsae* (PRJNA202318. WBPS8), *S*. *stercoralis* (PRJEB528.WBPS8), *T*. *canis* (PRJNA248777.WBPS8), *B*. *malayi* (PRJNA10729.WBPS8), *H*. *contortus* (PRJNA205202.WBPS8), *A*. *suum* (PRJNA80881.WBPS8), *O*. *dentatum* (PRJNA72579.WBPS8), *A*. *ceylanicum* (PRJNA231479.WBPS8), *D*. *viviparous* (PRJEB5116.WBPS8), *H*. *bacteriophora*(PRJNA13977.WBPS8), *S*. *feltiae* (PRJNA204661.WBPS8), *S*. *glaseri* (PRJNA204943.WBPS8), *S*. *monticolum* (PRJNA205067.WBPS8), *S*. *scapterisci* (PRJNA204942.WBPS8). Prior to clustering proteins in OrthoMCL, proteomes for each species were filtered to retain only the longest proteins corresponding to each gene sequence. OrthoMCL was run with the default settings (blast p-value cutoff = 1e-5, MCL inflation = 1.5). A custom script was run to reformat the results of the OrthoMCL orthology clustering into the venom protein conservation table. Essentially, the script counts the number of proteins from each parasite that clusters with the secreted venom proteins, and categorizes the clusters into whether they are *Steinernema-*conserved venom protein clusters, vertebrate-conserved venom protein clusters (meaning that at least one vertebrate parasitic protein clusters with an *S*. *carpocapsae* venom protein), or *S*. *carpocapsae*-only protein clusters. It also calculates and ranks the contributions each orthology cluster has to the fraction of venom protein molecules in the secretion (“Fraction of venom” and “Rank” column in the venom conservation table).

### Gene expression analysis of *S*. *stercoralis* venom protein orthologs

Previously published infective juvenile (ERR146948 and ERR146949) and activated infective juvenile (ERR146945 and ERR146946) RNA-seq data sets for *S*. *stercoralis* were obtained from: http://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-1164/ [54]. Messenger RNA transcripts sequences (PRJEB528.WBPS8) were downloaded from Wormbase Parasite. The transcriptome sequences were indexed for bowtie and rsem with rsem-prepare-reference using rsem version 1.2.31 [75]. Reads were mapped to the indexed transcriptome with bowtie version 1.0.0 with the following settings: -X 1500 -m 200 -S—seedlen 25 -n 2—trim3 3—offrate 1 -v 3 [76]. Gene expression was quantified with rsem. Transcripts per million were used for the downstream analyses.

## Supporting information

S1 Fig Toxicity tests of venom of activated axenic IJs. (A) Survival of flies within 72 hrs after injection of 10 and 20 ng of venom proteins of axenic IJs. (B) Survival of flies injected by 10 and 20 ng of venom proteins of axenic IJs until all flies died. (C) Survival of flies injected by 20 ng of venom proteins harvested from axenic IJs that were activated for different amounts of time in waxworm homogenate.
(TIF) Click here for additional data file.

S2 Fig Culturing of axenic *S*. *carpocapsae* IJs on colonization defective mutant bacteria of *Xenorhabdus nematophila*. (A) Colonization defective mutant bacteria of *X*.*nematophila* on NBTA (left) and MacConkey (right) plates. (B) Surface-sterilized eggs/embryos from gravid females. (C) Nematodes developed from eggs/embryos feeding on mutant bacteria. (D) Bacterial test of symbiotic IJs. (E) Bacterial test of axenic IJs. Three controls were included in (D) and (E): (1) 50 μl of the supernatant of the washed surface-sterilized IJs to validate the completeness of surface sterilization; (2) 50 μl of autoclaved 0.8% NaCl solution to confirm that the original solution for washing IJs was sterile; and (3) 50 μl of 0.8% NaCl solution rinsed with an autoclaved tissue grinder to show that the grinder was sterile. The quarter 4 was 50 μl homogenate of 1000 surface-sterilized IJs.
(TIF) Click here for additional data file.

S3 Fig Injected waxworm larvae. (A) Photograph of last instar waxworm larvae 5 days after injection with PBS. (B) Photograph of last instar waxworm larvae 5 days after injection with 4 μg of venom collected from axenic *S*. *carpocapsae* IJs that had been activated for 12 h in waxworm homogenate. (C) Another photograph of last instar waxworm larvae 5 days after injection with 4 μg of venom collected from axenic *S*. *carpocapsae* IJs that had been activated for 12 h in waxworm homogenate.
(TIF) Click here for additional data file.

S4 Fig Individual nematode RNA-seq sample statistics. (A) Plot showing the percentage of reads mapped to the *S*. *carpocapsae* transcriptome and genome for each individual IJ RNA-seq sample. Samples are grouped based on their activation stages or methods of activation. (B) Boxplot showing the numbers of genes expressed greater than 5 counts for each activation stage and method of activation.
(TIF) Click here for additional data file.

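Genes above 5 expected counts numbered 19481 ± 2148 (SD, n = 3) in non-activated IJs, 15827 ± 1008 at 9 hr, 16356 ± 565 at 12 hr and 22067 ± 2418 at 15 hr *in vivo*, and 22529 ± 1550 at 12 hr *in vitro*. After thinning all libraries to 5515048 counts the means were 17568, 14782, 14561, 17933 and 19609 in the same order. The 9 hr and 12 hr *in vivo* libraries then differed by -3698 genes on average from the others (exact permutation test, two-sided, p = 0.0016). Each comparison of 3 libraries with 3 gave an exact permutation p of 0.1 or more, the smallest that the design allows.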

S5 Fig Bar charts showing the GO terms that were significantly enriched (Fisher’s exact test, FDR < 0.05) in the genes represented by the cluster 1, 2, 3, and 4 maSigPro plots in Fig 3D. (TIF) Click here for additional data file.

S6 Fig Comparison of transcriptomes of IJs activated with different methods and time. (A) Comparison of the transcriptome of 12h *in vitro* activated IJs with that of 9h *in vivo* activated IJs. (B) Comparison of the transcriptome of 12h *in vitro* activated IJs with that of 12h *in vivo* activated IJs.
(TIF) Click here for additional data file.

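A total of 6259 genes were called between 12 hr *in vitro* and 9 hr *in vivo* IJs, 3736 higher and 2523 lower *in vitro*. The split depended on the scaling, with 5846 higher and 911 lower with library sizes alone and 2027 and 2245 with the exact test on TPM. The count was 274 with TPM centred by processing day (187 higher and 87 lower), 3865 without replicate 1 of the 9 hr *in vivo* IJs, and 4051 and 4025 without replicates 1 and 2 of the 12 hr *in vitro* IJs.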

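Between 12 hr *in vitro* and 12 hr *in vivo* IJs, 5830 genes were called, 3784 higher and 2046 lower *in vitro*. The split depended on the scaling, with 5243 higher and 768 lower with library sizes alone and 1673 and 1789 with the exact test on TPM. With TPM centred by processing day the count was 432, 166 higher and 266 lower. Over genes with a mean of at least 5 CPM it was 2432, and without replicates 1 or 3 of the 12 hr *in vivo* IJs 3808 and 3430.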

S7 Fig Bar charts showing the GO terms that were significantly enriched (Fisher’s exact test, FDR < 0.05) in the genes represented by the categories in Fig 4C. (TIF) Click here for additional data file.

S8 Fig Correlation between RNA and protein levels of the top 100 venom proteins (abundance based on emPAI values). A few examples of proteins with different types of RNA-Protein correlations are shown on the right. g21515; g23482 and g19074 have good RNA-Protein correlation; g1859 and g1800 have high protein and low RNA levels; g1988; g15816 and g13216 are examples for those with high RNA and low protein levels.
(TIF) Click here for additional data file.

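The chymotrypsin-like g21515 had the highest emPAI of the list, 9999, and ranked 8 of 472 in TPM at 12 hr *in vitro* (6195 ± 3729, SD, n = 3). It rose from 5.27 ± 2.40 to 3599 ± 2470 CPM *in vitro* (log2 fold change 9.41, SE 0.875, FDR 3.31e-06). The gene g7250 ranked 2 in emPAI and 6 in TPM. The emPAI of 999 was shared by g23484, g2431 and g780, which ranked 19, 43 and 316 in TPM. Of these, g23484 rose *in vitro* (log2 fold change 2.18, SE 0.555, FDR 0.00963). The chymotrypsin-like g2431 fell (log2 fold change -2.94, SE 0.921, FDR 0.029), a call lost without replicate 2 or 3 of the non-activated IJs (FDR 0.056 and 0.0719) or of the 12 hr *in vitro* IJs (FDR 0.104 and 0.0986). For g780 no change was detected (FDR 0.15). Both g23482 and g19074 had an emPAI of 30.6 and TPM of 0.417 ± 0.180 and 0.407 ± 0.379, ranks 459 and 460 of 472. Their levels in non-activated IJs were 15.5 ± 2.01 and 8.50 ± 6.28 CPM. The genes g1800 and g1859, with emPAI of 214 and 67.1, had 0 counts in all 15 libraries. In the 12 hr *in vitro* libraries a count of 0 allows up to 0.239 to 0.300 CPM. The genes g1988, g15816 and g13216 ranked 32, 17 and 15 in TPM (1488 ± 921, 2878 ± 2300 and 3362 ± 2577) and 76, 77 and 77 in emPAI.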

S9 Fig Gene expression of 168 venom protein orthologs in *S*. *stercoralis*. A bar graph showing the expression levels of 168 venom protein orthologs in *S*. *stercoralis*. Blue bars shows the expression of these genes in the infectious 3^rd^ larval stage, equivalent to *S*. *carpocapsae* IJs. Red bars show the expression of these genes in tissue migrating 3^rd^ larval stage, equivalent to activated or activating *S*. *carpocapsae* IJs. RNA-seq data came from previously published work [54].
(TIF) Click here for additional data file.

S1 Table The percentage of exsheathed IJs without activation. (DOCX) Click here for additional data file.

S2 Table *S*. *carpocapsae* IJ time course activation rates. (DOCX) Click here for additional data file.

S3 Table Estimated venom amount per IJ and the number of IJs required for secreting enough venom (10 ng) to kill Drosophila. (DOCX) Click here for additional data file.

S4 Table A list of 472 *S*. *carpocapsae* venom proteins identified by mass spectrometry (FDR<1%). (XLSX) Click here for additional data file.

S5 Table A table showing the number of orthologous clusters that contain at least one *S*. *carpocapsae* venom protein and at least one protein from the listed species. (DOCX) Click here for additional data file.

S1 Video A video of a non-activated *S*. *carpocapsae* IJ (10 x 40 magnification). (M4V) Click here for additional data file.

S2 Video A video of a partially activated *S*. *carpocapsae* IJ (10 x 40 magnification). (M4V) Click here for additional data file.

S3 Video A video of a fully activated *S*. *carpocapsae* IJ (10 x 40 magnification). (M4V) Click here for additional data file.

S4 Video A video of last instar waxworm larvae injected with PBS. The video was filmed 24 hours after the injection.
(MP4) Click here for additional data file.

S5 Video A video of last instar waxworm larvae injected with 4 μg of venom proteins from axenic *S*. *carpocapsae* that had been activated in waxworm extract for 12 h. The video was filmed 24 hours after the injection.
(MP4) Click here for additional data file.

S6 Video A video of last instar waxworm larvae injected with PBS. The video was filmed 5 days after the injection.
(MP4) Click here for additional data file.

S7 Video A video of last instar waxworm larvae injected with 4 μg of venom proteins from axenic *S*. *carpocapsae* that had been activated in waxworm extract for 12 h. The video was filmed 5 days after the injection.
(MP4) Click here for additional data file.

## References

[1] HotezPJ, AlvaradoM, BasanezMG, BolligerI, BourneR, BoussinesqM, et al The global burden of disease study 2010: interpretation and implications for the neglected tropical diseases. PLoS Negl Trop Dis. 2014;8(7):e2865 PubMed Central PMCID: PMCPMC4109880. doi: 10.1371/journal.pntd.0002865 2505801310.1371/journal.pntd.0002865PMC4109880

[2] PullanRL, SmithJL, JasrasariaR, BrookerSJ. Global numbers of infection and disease burden of soil transmitted helminth infections in 2010. Parasit Vectors. 2014;7:37 PubMed Central PMCID: PMCPMC3905661. doi: 10.1186/1756-3305-7-37 2444757810.1186/1756-3305-7-37PMC3905661

[3] HewitsonJP, MaizelsRM. Vaccination against helminth parasite infections. Expert Rev Vaccines. 2014;13(4):473–87. doi: 10.1586/14760584.2014.893195 2460654110.1586/14760584.2014.893195

[4] ShepherdC, NavarroS, WangchukP, WilsonD, DalyNL, LoukasA. Identifying the immunomodulatory components of helminths. Parasite Immunol. 2015;37(6):293–303. doi: 10.1111/pim.12192 2585463910.1111/pim.12192

[5] HotezPJ, DiemertD, BaconKM, BeaumierC, BethonyJM, BottazziME, et al The human hookworm vaccine. Vaccine. 2013;31 Suppl 2:B227–32. PubMed Central PMCID: PMCPMC3988917.2359848710.1016/j.vaccine.2012.11.034PMC3988917

[6] NavarroS, PickeringDA, FerreiraIB, JonesL, RyanS, TroyS, et al Hookworm recombinant protein promotes regulatory T cell responses that suppress experimental asthma. Science Translational Medicine. 2016;8(362):362ra143 doi: 10.1126/scitranslmed.aaf8807 2779795910.1126/scitranslmed.aaf8807

[7] WardJD. Rendering the intractable more tractable: Tools from *Caenorhabditis elegans* ripe for import into parasitic nematodes. Genetics. 2015;201(4):1279–94. PubMed Central PMCID: PMCPMC4676526. doi: 10.1534/genetics.115.182717 2664447810.1534/genetics.115.182717PMC4676526

[8] BlaxterM, KoutsovoulosG. The evolution of parasitism in Nematoda. Parasitology. 2015;142:S26–S39. doi: 10.1017/S0031182014000791 2496379710.1017/S0031182014000791PMC4413787

[9] CastellettoML, GangSS, OkuboRP, TselikovaAA, NolanTJ, PlatzerEG, et al Diverse host-seeking behaviors of skin-penetrating nematodes. PLoS Pathogens. 2014;10(8):e1004305 PubMed Central PMCID: PMC4133384. doi: 10.1371/journal.ppat.1004305 2512173610.1371/journal.ppat.1004305PMC4133384

[10] LeeJH, DillmanAR, HallemEA. Temperature-dependent changes in the host-seeking behaviors of parasitic nematodes. BMC biology. 2016;14.10.1186/s12915-016-0259-0PMC485883127154502

[11] DillmanAR, ChastonJM, AdamsBJ, CicheTA, Goodrich-BlairH, StockSP, et al An entomopathogenic nematode by any other name. PLoS Pathogens. 2012;8(3):e1002527 doi: 10.1371/journal.ppat.1002527 2239664210.1371/journal.ppat.1002527PMC3291613

[12] KayaHK, GauglerR. Entomopathogenic nematodes. Annu Rev Entomol. 1993;38:181–206.

[13] LewisEE, ClarkeDJ. Nematode parasites and entomopathogens In: VegaFE, KayaHK, editors. Insect Pathology. 2nd ed: Elsevier; 2012 p. 395–424.

[14] Goodrich-BlairH. They've got a ticket to ride: *Xenorhabdus nematophila*-*Steinernema carpocapsae* symbiosis. Curr Opin Microbiol. 2007;10(3):225–30. doi: 10.1016/j.mib.2007.05.006 1755373210.1016/j.mib.2007.05.006

[15] Goodrich-BlairH, ClarkeDJ. Mutualism and pathogenesis in *Xenorhabdus* and *Photorhabdus*: two roads to the same destination. Molecular Microbiology. 2007;64(2):260–8. doi: 10.1111/j.1365-2958.2007.05671.x 1749312010.1111/j.1365-2958.2007.05671.x

[16] HanR, EhlersRU. Pathogenicity, development, and reproduction of *Heterorhabditis bacteriophora* and *Steinernema carpocapsae* under axenic *in vivo* conditions. J Invertebr Pathol. 2000;75:55–8. doi: 10.1006/jipa.1999.4900 1063105810.1006/jipa.1999.4900

[17] PoinarGOJr., ThomasGM. Significance of *Achromobacter nematophilus* Poinar and Thomas (Achromobacteraceae: Eubacteriales) in the development of the nematode, DD-136 (Neoaplectana sp. Steinernematidae). Parasitology. 1966;56(2):385–90. Epub 1966/05/01. 496024710.1017/s0031182000070980

[18] SicardM, Le BrunN, PagesS, GodelleB, BoemareN, MouliaC. Effect of native *Xenorhabdus* on the fitness of their *Steinernema* hosts: Contrasting types of interaction. Parasitology Research. 2003;91(6):520–4. doi: 10.1007/s00436-003-0998-z 1455787710.1007/s00436-003-0998-z

[19] BurmanM. *Neoaplectana carpocapsae*—toxin production by axenic insect parasitic nematodes. Nematologica. 1982;28(1):62–70.

[20] WalterTN, DunphyGB, MandatoCA. *Steinernema carpocapsae* DD136: Metabolites limit the non-self adhesion responses of haemocytes of two lepidopteran larvae, *Galleria mellonella* (F. Pyralidae) and *Malacosoma disstria* (F. Lasiocampidae). Exp Parasitol. 2008;120(2):161–74. doi: 10.1016/j.exppara.2008.07.001 1865647010.1016/j.exppara.2008.07.001

[21] PyeAE, BurmanM. *Neoaplectana carpocapsae*—infection and reproduction in large pine weevil larvae, *Hylobius abietis*. Exp Parasitol. 1978;46(1):1–11. 72968710.1016/0014-4894(78)90151-0

[22] MartensEC, Goodrich-BlairH. The *Steinernema carpocapsae* intestinal vesicle contains a subcellular structure with which *Xenorhabdus nematophila* associates during colonization initiation. Cellular microbiology. 2005;7(12):1723–35. doi: 10.1111/j.1462-5822.2005.00585.x 1630945910.1111/j.1462-5822.2005.00585.x

[23] BalasubramanianN, HaoYJ, ToubarroD, NascimentoG, SimoesN. Purification, biochemical and molecular analysis of a chymotrypsin protease with prophenoloxidase suppression activity from the entomopathogenic nematode *Steinernema carpocapsae*. Int J Parasit. 2009;39(9):975–84.10.1016/j.ijpara.2009.01.01219249304

[24] BalasubramanianN, NascimentoG, FerreiraR, MartinezM, SimoesN. Pepsin-like aspartic protease (Sc-ASP155) cloning, molecular characterization and gene expression analysis in developmental stages of nematode *Steinernema carpocapsae*. Gene. 2012;500(2):164–71. doi: 10.1016/j.gene.2012.03.062 2250389610.1016/j.gene.2012.03.062

[25] BalasubramanianN, ToubarroD, NascimentoG, FerreiraR, SimoesN. Purification, molecular characterization and gene expression analysis of an aspartic protease (Sc-ASP113) from the nematode *Steinernema carpocapsae* during the parasitic stage. Molecular & Biochemical Parasitology. 2012;182(1–2):37–44.2217869510.1016/j.molbiopara.2011.12.001

[26] BalasubramanianN, ToubarroD, SimoesN. Biochemical study and in vitro insect immune suppression by a trypsin-like secreted protease from the nematode *Steinernema carpocapsae*. Parasite Immunol. 2010;32(3):165–75. doi: 10.1111/j.1365-3024.2009.01172.x 2039817910.1111/j.1365-3024.2009.01172.x

[27] HaoYJ, MontielR, NascimentoG, ToubarroD, SimoesN. Identification and expression analysis of the *Steinernema carpocapsae* elastase-like serine protease gene during the parasitic stage. Exp Parasitol. 2009;122(1):51–60. doi: 10.1016/j.exppara.2009.01.014 1954552010.1016/j.exppara.2009.01.014

[28] JingY, ToubarroD, HaoY, SimoesN. Cloning, characterisation and heterologous expression of an astacin metalloprotease, Sc-AST, from the entomoparasitic nematode *Steinernema carpocapsae*. Molecular & Biochemical Parasitology. 2010;174(2):101–8.10.1016/j.molbiopara.2010.07.00420670659

[29] ToubarroD, AvilaMM, HaoYJ, BalasubramanianN, JingYJ, MontielR, et al A serpin released by an entomopathogen impairs clot formation in insect defense system. Plos One. 2013;8(7):e69161 doi: 10.1371/journal.pone.0069161 2387490010.1371/journal.pone.0069161PMC3712955

[30] ToubarroD, AvilaMM, MontielR, SimoesN. A pathogenic nematode targets recognition proteins to avoid insect defenses. Plos One. 2013;8(9):e75691 PubMed Central PMCID: PMC3787073. doi: 10.1371/journal.pone.0075691 2409871510.1371/journal.pone.0075691PMC3787073

[31] ToubarroD, Lucena-RoblesM, NascimentoG, CostaG, MontielR, CoelhoAV, et al An apoptosis-inducing serine protease secreted by the entomopathogenic nematode S*teinernema carpocapsae*. Int J Parasit. 2009;39(12):1319–30.10.1016/j.ijpara.2009.04.01319481087

[32] ToubarroD, Lucena-RoblesM, NascimentoG, SantosR, MontielR, VerissimoP, et al Serine protease-mediated host invasion by the parasitic nematode *Steinernema carpocapsae*. J Biol Chem. 2010;285(40):30666–75. doi: 10.1074/jbc.M110.129346 2065668610.1074/jbc.M110.129346PMC2945561

[33] LeeD. The physiology of nematodes. San Francisco: W. H. Freeman and Company; 1965.

[34] RogersWP, PetronijevicT. The infective stage and the development of nematodes In: SymonsLEA, DonaldAD, DineenJK, editors. Biology and control of endoparasites. Sydney: Academic Press; 1982 p. 3–28.

[35] BonnerTP. Initiation of development *in vitro* of 3rd-stage *Nippostrongylus brasiliensis*. Journal of Parasitology. 1979;65(1):74–8. 448602

[36] HawdonJM, VolkSW, PritchardDI, SchadGA. Resumption of feeding *in vitro* by hookworm 3rd-stage larvae—a comparative study. Journal of Parasitology. 1992;78(6):1036–40. 1491295

[37] BonnerTP. Changes in the structure of *Nippostrongylus brasiliensis* intestinal cells during development from the free-living to the parasitic stages. Journal of Parasitology. 1979;65(5):745–50. 512766

[38] HawdonJM, SchadGA. Serum-stimulated feeding *in vitro* by 3rd-stage infective larvae of the canine hookworm *Ancylostoma caninum*. Journal of Parasitology. 1990;76(3):394–8. 2112598

[39] HawdonJM, SchadGA. Albumin and a dialyzable serum factor stimulate feeding *in vitro* by 3rd-stage larvae of the canine hookworm *Ancylostoma caninum*. Journal of Parasitology. 1991;77(4):587–91. 1713962

[40] PetronijevicT, RogersWP. Gene activity and the development of early parasitic stages of nematodes. Int J Parasit. 1983;13(2):197–9.10.1016/0020-7519(83)90012-76853019

[41] HawdonJM, JonesBF, PerregauxMA, HotezPJ. *Ancylostoma caninum*—Metalloprotease release coincides with activation of infective larvae *in vitro*. Exp Parasitol. 1995;80(2):205–11. doi: 10.1006/expr.1995.1025 789583210.1006/expr.1995.1025

[42] CrookM. The dauer hypothesis and the evolution of parasitism: 20 years on and still going strong. Int J Parasit. 2014;44(1):1–8.10.1016/j.ijpara.2013.08.004PMC394720024095839

[43] MoshayovA, KoltaiH, GlazerI. Molecular characterisation of the recovery process in the entomopathogenic nematode *Heterorhabditis bacteriophora*. Int J Parasit. 2013;43(10):843–52.10.1016/j.ijpara.2013.05.00923806512

[44] GoldenJW, RiddleDL. A pheromone influences larval development in the nematode *Caenorhabditis elegans*. Science. 1982;218(4572):578–80. 689693310.1126/science.6896933

[45] LuD, SepulvedaC, DillmanAR. Infective juveniles of the entomopathogenic nematode *Steinernema scapterisci* are preferentially activated by cricket tissue. Plos One. 2016;Accepted.10.1371/journal.pone.0169410PMC520765028046065

[46] LoukasA, HintzM, LinderD, MullinNP, ParkinsonJ, TettehKK, et al A family of secreted mucins from the parasitic nematode *Toxocara canis* bears diverse mucin domains but shares similar flanking six-cysteine repeat motifs. J Biol Chem. 2000;275(50):39600–7. doi: 10.1074/jbc.M005632200 1095095910.1074/jbc.M005632200

[47] AllenJE, MacDonaldAS. Profound suppression of cellular proliferation mediated by the secretions of nematodes. Parasite Immunol. 1998;20(5):241–7. Epub 1998/07/04. 965192510.1046/j.1365-3024.1998.00151.x

[48] McDermottL, CooperA, KennedyMW. Novel classes of fatty acid and retinol binding protein from nematodes. Mol Cell Biochem. 1999;192(1–2):69–75. 10331660

[49] CastilloJC, ShokalU, EleftherianosI. Immune gene transcription in *Drosophila* adult flies infected by entomopathogenic nematodes and their mutualistic bacteria. J Insect Physiol. 2013;59(2):179–85. doi: 10.1016/j.jinsphys.2012.08.003 2290298910.1016/j.jinsphys.2012.08.003

[50] HallemEA, RengarajanM, CicheTA, SternbergPW. Nematodes, bacteria, and flies: a tripartite model for nematode parasitism. Current biology: CB. 2007;17(10):898–904. doi: 10.1016/j.cub.2007.04.027 1747549410.1016/j.cub.2007.04.027

[51] HeungensK, CowlesCE, Goodrich-BlairH. Identification of *Xenorhabdus nematophila* genes required for mutualistic colonization of S*teinernema carpocapsae* nematodes. Molecular Microbiology. 2002;45(5):1337–53. 1220770110.1046/j.1365-2958.2002.03100.x

[52] HaoYJ, MontielR, AbubuckerS, MitrevaM, SimoesN. Transcripts analysis of the entomopathogenic nematode *Steinernema carpocapsae* induced in vitro with insect haemolymph. Molecular and biochemical parasitology. 2010;169(2):79–86. doi: 10.1016/j.molbiopara.2009.10.002 1983642310.1016/j.molbiopara.2009.10.002PMC4010113

[53] ZaslaverA, BaughLR, SternbergPW. Metazoan operons accelerate recovery from growth-arrested states. Cell. 2011;145(6):981–92. doi: 10.1016/j.cell.2011.05.013 2166379910.1016/j.cell.2011.05.013PMC3152313

[54] StoltzfusJD, MinotS, BerrimanM, NolanTJ, LokJB. RNAseq analysis of the parasitic nematode Strongyloides stercoralis reveals divergent regulation of canonical dauer pathways. PLoS Negl Trop Dis. 2012;6(10):e1854 PubMed Central PMCID: PMCPMC3493385. doi: 10.1371/journal.pntd.0001854 2314519010.1371/journal.pntd.0001854PMC3493385

[55] LewisEE, GrewalPS, GaugerR. Hierarchical order of host cues in parasite foraging strategies. Parasitology. 1995;110:207–13.

[56] BuckAH, CoakleyG, SimbariF, McSorleyHJ, QuintanaJF, Le BihanT, et al Exosomes secreted by nematode parasites transfer small RNAs to mammalian cells and modulate innate immunity. Nat Commun. 2014;5.10.1038/ncomms6488PMC426314125421927

[57] ChoeA, von ReussSH, KoganD, GasserRB, PlatzerEG, SchroederFC, et al Ascaroside signaling is widely conserved among nematodes. Current Biology. 2012;22(9):772–80. doi: 10.1016/j.cub.2012.03.024 2250350110.1016/j.cub.2012.03.024PMC3360977

[58] CroeseJ, GiacominP, NavarroS, CloustonA, McCannL, DougallA, et al Experimental hookworm infection and gluten microchallenge promote tolerance in celiac disease. J Allergy Clin Immun. 2015;135(2):508–U677. doi: 10.1016/j.jaci.2014.07.022 2524881910.1016/j.jaci.2014.07.022

[59] von ReussSH, SchroederFC. Combinatorial chemistry in nematodes: Modular assembly of primary metabolism-derived building blocks. Natural Product Reports. 2015;32(7):994–1006. doi: 10.1039/c5np00042d 2605905310.1039/c5np00042dPMC4884655

[60] BorlooJ, De GraefJ, PeelaersI, NguyenDL, MitrevaM, DevreeseB, et al In-depth proteomic and glycomic analysis of the adult-stage *Cooperia oncophora* excretome/secretome. Journal of Proteome Research. 2013;12(9):3900–11. PubMed Central PMCID: PMCPMC3883574. doi: 10.1021/pr400114y 2389567010.1021/pr400114yPMC3883574

[61] SoblikH, YounisAE, MitrevaM, RenardBY, KirchnerM, GeisingerF, et al Life cycle stage-resolved proteomic analysis of the excretome/secretome from *Strongyloides ratti*—identification of stage-specific proteases. Molecular & Cellular Proteomics. 2011;10(12):M111 010157. PubMed Central PMCID: PMCPMC3237078.10.1074/mcp.M111.010157PMC323707821964353

[62] SotilloJ, Sanchez-FloresA, CantacessiC, HarcusY, PickeringD, BoucheryT, et al Secreted proteomes of different developmental stages of the gastrointestinal nematode *Nippostrongylus brasiliensis*. Molecular & Cellular Proteomics. 2014;13(10):2736–51. PubMed Central PMCID: PMCPMC4188999.2499456110.1074/mcp.M114.038950PMC4188999

[63] PhamLN, DionneMS, Shirasu-HizaM, SchneiderDS. A specific primed immune response in *Drosophila* is dependent on phagocytes. PLoS Pathog. 2007;3(3):e26 PubMed Central PMCID: PMC1817657. doi: 10.1371/journal.ppat.0030026 1735253310.1371/journal.ppat.0030026PMC1817657

[64] WhiteGF. A method for obtaining infective nematode larvae from cultures. Science. 1927;66(1709):302–3.10.1126/science.66.1709.302-a17749713

[65] RagsdaleEJ, Mundo-OcampoM, BumbargerDJ, BaldwinJG. *Cervidellus sonorensis* n. sp. (Nematoda: Cephalobidae) from the desert of Anza-Borrego, CA, USA. Nematology. 2011;13:607–17.

[66] BlackburnD, WoodPL, BurkTJ, CrawfordB, WrightSM, AdamsBJ. Evolution of virulence in Photorhabdus spp., entomopathogenicnematode symbionts. Systematic and Applied Microbiology. 2016;39:173–9. doi: 10.1016/j.syapm.2016.02.003 2702095510.1016/j.syapm.2016.02.003

[67] DrakakakiG, van de VenW, PanS, MiaoY, WangJ, KeinathNF, et al Isolation and proteomic analysis of the SYP61 compartment reveal its role in exocytic trafficking in *Arabidopsis*. Cell Research. 2012;22(2):413–24. PubMed Central PMCID: PMCPMC3271593. doi: 10.1038/cr.2011.129 2182610810.1038/cr.2011.129PMC3271593

[68] DillmanAR, MacchiettoM, PorterCF, RogersA, WilliamsB, AntoshechkinI, et al Comparative genomics of *Steinernema* reveals deeply conserved gene regulatory networks. Genome Biology. 2015;16:200 doi: 10.1186/s13059-015-0746-6 2639217710.1186/s13059-015-0746-6PMC4578762

[69] FinnRD, ClementsJ, EddySR. HMMER web server: interactive sequence similarity searching. Nucleic Acids Res. 2011;39:W29–37. PubMed Central PMCID: PMC3125773. doi: 10.1093/nar/gkr367 2159312610.1093/nar/gkr367PMC3125773

[70] RawlingsND, BarrettAJ, BatemanA. MEROPS: the database of proteolytic enzymes, their substrates and inhibitors. Nucleic Acids Res. 2012;40:D343–50. Epub 2011/11/17. PubMed Central PMCID: PMC3245014. doi: 10.1093/nar/gkr987 2208695010.1093/nar/gkr987PMC3245014

[71] EdgarRC. MUSCLE: a multiple sequence alignment method with reduced time and space complexity. Bmc Bioinformatics. 2004;5:113 doi: 10.1186/1471-2105-5-113 1531895110.1186/1471-2105-5-113PMC517706

[72] Felsenstein J. PHYLIP (Phylogeny Inference Package). 3.6 ed2005.

[73] GertzJ, VarleyKE, DavisNS, BaasBJ, GoryshinIY, VaidyanathanR, et al Transposase mediated construction of RNA-seq libraries. Genome Res. 2012;22(1):134–41. PubMed Central PMCID: PMCPMC3246200. doi: 10.1101/gr.127373.111 2212813510.1101/gr.127373.111PMC3246200

[74] PicelliS, FaridaniOR, BjorklundAK, WinbergG, SagasserS, SandbergR. Full-length RNA-seq from single cells using Smart-seq2. Nature protocols. 2014;9(1):171–81. doi: 10.1038/nprot.2014.006 2438514710.1038/nprot.2014.006

[75] LiB, DeweyCN. RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. Bmc Bioinformatics. 2011;12.10.1186/1471-2105-12-323PMC316356521816040

[76] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25 PubMed Central PMCID: PMC2690996. doi: 10.1186/gb-2009-10-3-r25 1926117410.1186/gb-2009-10-3-r25PMC2690996

[77] TrapnellC, PachterL, SalzbergSL. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics. 2009;25(9):1105–11. doi: 10.1093/bioinformatics/btp120 1928944510.1093/bioinformatics/btp120PMC2672628

[78] RitchieME, PhipsonB, WuD, HuY, LawCW, ShiW, et al limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 2015;43(7):e47 PubMed Central PMCID: PMCPMC4402510. doi: 10.1093/nar/gkv007 2560579210.1093/nar/gkv007PMC4402510

[79] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. PubMed Central PMCID: PMC2796818. doi: 10.1093/bioinformatics/btp616 1991030810.1093/bioinformatics/btp616PMC2796818

[80] ConesaA, GotzS, Garcia-GomezJM, TerolJ, TalonM, RoblesM. Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics. 2005;21(18):3674–6. doi: 10.1093/bioinformatics/bti610 1608147410.1093/bioinformatics/bti610

# Supplementary material for: Activated entomopathogenic nematode infective juveniles release lethal venom proteins
**Source:** PLoS Pathog. 2017 Apr 20;13(4):e1006302. doi: 10.1371/journal.ppat.1006302
**Supplement:** S1 Table

S1 Table. The percentage of exsheathed IJs without activation.

| **replicates** | **exsheathed IJs** | **ensheathed IJs** | **% exsheathed** |
| --- | --- | --- | --- |
| **IJs_1** | 47 | 77 | 37.90 |
| **IJs_2** | 40 | 97 | 29.20 |
| **IJs_3** | 36 | 91 | 28.35 |
| **IJs_4** | 44 | 103 | 29.93 |
| **Average** | **41.75** | **92** | **31.34** |

# Supplementary material for: Activated entomopathogenic nematode infective juveniles release lethal venom proteins
**Source:** PLoS Pathog. 2017 Apr 20;13(4):e1006302. doi: 10.1371/journal.ppat.1006302
**Supplement:** S2 Table

S2 Table. *S. carpocapsae* IJ time course activation rates.

| **Replicates** | **Fully activated#** | **Partially activated#** | **Non-activated#** | **Sum#** | **Fully activated (%)** | **Partially activated (%)** | **Non-activated (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **6hr_1** | 147 | 814 | 184 | 1145 | 12.8384279 | 71.09170306 | 16.069869 |
| **6hr_2** | 103 | 535 | 114 | 752 | 13.6968085 | 71.14361702 | 15.1595745 |
| **6hr_3** | 107 | 571 | 67 | 745 | 14.3624161 | 76.6442953 | 8.99328859 |
| **Average** | 119 | 640 | 121.6667 | 880.6667 | 13.5124905 | 72.67221802 | 13.8152914 |
| Standard error | | | | | 0.36016409 | 1.504209368 | 1.81485341 |
| **Replicates** | **Fully activated#** | **Partially activated#** | **Non-activated#** | **Sum#** | **Fully activated (%)** | **Partially activated (%)** | **Non-activated (%)** |
| **12hr_1** | 283 | 302 | 21 | 606 | 46.69967 | 49.8349835 | 3.46534653 |
| **12hr_2** | 301 | 485 | 42 | 828 | 36.352657 | 58.57487923 | 5.07246377 |
| **12hr_3** | 465 | 602 | 68 | 1135 | 40.969163 | 53.03964758 | 5.99118943 |
| **Average** | 349.6667 | 463 | 43.66667 | 856.3333 | 40.833009 | 54.06773063 | 5.09926041 |
| Standard error | | | | | 2.4435214 | 2.084283682 | 0.60267198 |
| **Replicates** | **Fully activated#** | **Partially activated#** | **Non-activated#** | **Sum#** | **Fully activated (%)** | **Partially activated (%)** | **Non-activated (%)** |
| **18hr_1** | 488 | 522 | 91 | 1101 | 44.3233424 | 47.41144414 | 8.26521344 |
| **18hr_2** | 493 | 575 | 26 | 1094 | 45.0639854 | 52.55941499 | 2.37659963 |
| **18hr_3** | 543 | 531 | 25 | 1099 | 49.4085532 | 48.3166515 | 2.27479527 |
| **Average** | 508 | 542.666667 | 47.33333 | 1098 | 46.2659381 | 49.42319369 | 4.31086825 |
| Standard error | | | | | 1.29505028 | 1.295605768 | 1.61670958 |
| **Replicates** | **Fully activated#** | **Partially activated#** | **Non-activated#** | **Sum#** | **Fully activated (%)** | **Partially activated (%)** | **Non-activated (%)** |
| **24hr_1** | 508 | 364 | 11 | 883 | 57.5311438 | 41.22310306 | 1.24575311 |
| **24hr_2** | 394 | 364 | 15 | 773 | 50.9702458 | 47.08926261 | 1.94049159 |
| **24hr_3** | 507 | 402 | 12 | 921 | 55.0488599 | 43.64820847 | 1.3029316 |
| **Average** | 469.6667 | 376.666667 | 12.66667 | 859 | 54.6759798 | 43.84943733 | 1.47458285 |
| Standard error | | | | | 1.56160186 | 1.389561852 | 0.18180308 |
| **Replicates** | **Fully activated#** | **Partially activated#** | **Non-activated#** | **Sum#** | **Fully activated (%)** | **Partially activated (%)** | **Non-activated (%)** |
| **30hr_1** | 263 | 202 | 5 | 470 | 55.9574468 | 42.9787234 | 1.06382979 |
| **30hr_2** | 334 | 245 | 7 | 586 | 56.996587 | 41.80887372 | 1.19453925 |
| **30hr_3** | 451 | 374 | 9 | 834 | 54.0767386 | 44.8441247 | 1.07913669 |
| **Average** | 349.3333 | 273.666667 | 7 | 630 | 55.4497354 | 43.43915344 | 1.11111111 |
| Standard error | | | | | 0.69767844 | 0.721649828 | 0.03368537 |

p-values (ttest) <0.01 are considered as significant differences

|  | **Fully activated rate** | **Partially activated rate** | **Non-activated rate** |
| --- | --- | --- | --- |
| **6hr-12hr** | 0.000788686 | 0.00369615 | 0.02164091 |
| **6hr-18hr** | 3.82157E-05 | 0.00063791 | 0.03774354 |
| **6hr-24hr** | 3.13882E-05 | 0.00032072 | 0.00595678 |
| **6hr-30hr** | 1.63613E-06 | 0.00012943 | 0.00522259 |
| **12hr-18hr** | 0.219616868 | 0.2181547 | 0.81177195 |
| **12hr-24hr** | 0.020655583 | 0.03277824 | 0.01224562 |
| **12hr-30hr** | 0.009982684 | 0.01715932 | 0.0072505 |
| **18hr-24hr** | 0.029352931 | 0.07947204 | 0.231395 |
| **18hr-30hr** | 0.0064101 | 0.02668908 | 0.18220215 |
| **24hr-30hr** | 0.609186217 | 0.7063345 | 0.16527496 |

# Supplementary material for: Activated entomopathogenic nematode infective juveniles release lethal venom proteins
**Source:** PLoS Pathog. 2017 Apr 20;13(4):e1006302. doi: 10.1371/journal.ppat.1006302
**Supplement:** S3 Table

| **replicates** | **number of IJs** | **total venom secreted in 3hrs (µg)** | **venom secreted in 3hrs per IJ (ng/IJ)** | **extrapolation to 24hrs venom secretion (ng/IJ)** | **number of IJs required for secreting 10ng venom in 24hrs** |
| --- | --- | --- | --- | --- | --- |
| **(1) Sc 12hr** | 2 million | 105.376 | 0.053 | 0.421503417 | 23.7 |
| **(2) Sc 12hr** | 2 million | 94.907 | 0.047 | 0.379626424 | 26.3 |
| **(3) Sc 12hr** | 0.2 million | 14.241 | 0.071 | 0.569658314 | 17.5 |
| **(4) Sc 12hr** | 2 million | 144.171 | 0.072 | 0.576683371 | 17.3 |
| **(5) Sc 12hr** | 2 million | 120.928 | 0.060 | 0.483712073 | 20.6 |
| **(6) Sc 12hr** | 2 million | 120.977 | 0.060 | 0.483908884 | 20.6 |
| **Average** |  | **100.100** | **0.061** | **0.485848747** | **20.5** |

S3 Table. Estimated venom amount per IJ and the number of IJs required for secreting enough venom (10 ng) to kill *Drosophila*.

# Supplementary material for: Activated entomopathogenic nematode infective juveniles release lethal venom proteins
**Source:** PLoS Pathog. 2017 Apr 20;13(4):e1006302. doi: 10.1371/journal.ppat.1006302
**Supplement:** S5 Table

**S5 Table.** Orthology Clusters

| Species name | Stst | Tc | Bm | As | Ac | Od | Hc | Dv | Hb | Ss | Sf | Sg | Sm |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| # of clusters | 116 | 108 | 80 | 98 | 130 | 121 | 94 | 69 | 93 | 296 | 225 | 217 | 216 |

*Strongyloides stercoralis* (Stst), *Toxocara canis* (Tc), *Brugia malayi* (Bm), *Ascaris suum* (As), *Ancylostoma ceylanicum* (Ac), *Oesophagostomum detatum* (Od), *Haemonchus contortus* (Hc), *Dictyocaulus vivparus* (Dv), *Heterhabditis bacteriophora* (Hb), *Steinernema scapterisci* (Ss), *S. feltiae* (Sf), *S. glaseri* (Sg), *S. monticolum* (Sm).

How the deposited data were processed for this re-analysis (not part of the article)

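RNA from single nematodes was sequenced in 15 libraries, 3 for each of 5 conditions: non-activated IJs, IJs activated for 12 hr *in vitro*, and IJs activated for 9, 12 and 15 hr *in vivo*. The authors aligned unstranded paired-end reads of 43 bp to the *S*. *carpocapsae* transcriptome (WormBase WS254) with Bowtie 0.12.8 and quantified them with RSEM 1.2.12. The authors' RSEM run gave, for each transcript, expected counts, TPM and FPKM (fragments scaled by transcript length and library total), as deposited. FPKM are proportional to TPM within a library and were not used here. The values carry no batch correction or quantile normalization, which the paper applied afterwards. The gene tables list 31944 transcripts and equal the isoform tables in all 15 libraries, so counts and TPM were summed to 28313 genes by the gene part of the transcript name. Of these genes 2988 have more than 1 transcript.

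Expected counts were rounded and analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. The comparisons between conditions used edgeR's quasi-likelihood test (TMM factors, filterByExpr, 1 fit of all libraries with 10 residual degrees of freedom), and genes were called at FDR < 0.05 and a fold change above 2. The time course used the F test over 0, 9, 12 and 15 hr *in vivo* at FDR < 0.01. In place of maSigPro, which was not installed, a quadratic regression of TPM on time at FDR < 0.01 and an R-squared of at least 0.6 was run as an alternative. The venom list and its emPAI values come from the paper's S4 Table, and all 472 proteins were found among the transcripts. Families were assigned from words in the identity column of that table. Set tests were camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, on log2 CPM with a prior count of 2. Transcript usage was tested with edgeR's diffSpliceDGE at a gene-level FDR < 0.05.

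Library totals lay between 5515051 and 17400857 expected counts. A count of 0 was taken to allow 3 counts, which covers counting error only. The gene identifiers of the values matched none in the gene table of the *S*. *carpocapsae* genome, which uses other identifiers, so gene order was taken from the identifier numbers. Gene Ontology terms were not analysed here. Proteins were not analysed here beyond the values of the paper's table.

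Replicate numbers were checked for pairing: deviations from the condition means correlated between libraries with the same number at -0.0474 to 0.0924 as means over the 10 pairs of conditions, so the libraries were treated as unpaired. The mean over the 30 pairs of libraries was 0.0257 (exact one-sided p = 0.167 over 1296 orders of the numbers). These numbers, 1 to 3, are those of the sample labels. The deposited files carry other numbers for activated IJs, and by these the mean was 0.00768 over 18 pairs (exact one-sided p = 0.407), a check added after seeing the data. No 2 replicates were duplicates, since their chi-square per degree of freedom over genes with at least 10 counts was between 24.4 and 110. The processing day was taken from the paper's methods and could not be fitted together with the conditions.

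The methods were tested on simulated data with 200 genes changed by 4-fold. At 15 hr against 0 hr the quasi-likelihood test recovered 104 with 11 false calls, DESeq2 155 with 63, the exact test on TPM 127 with 24, and limma on log2(TPM + 1) 92 with 10. For the time course the recovered genes and false calls were 58 and 1, 143 and 37, 119 and 24, and 37 and 0. A fit of only the groups compared recovered 57 with 10 false calls, and 41 with 1 for the time course. The quadratic regression recovered 0 at 4-fold. A simulation at 32-fold, added after that result was seen, gave 58 recovered and 1 false call. The test of transcript usage recovered 47 of 200 with 7 false calls.

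The genes named in the text were chosen by a rule. It takes every gene that the paper names, the 3 venom proteins with the highest emPAI (ties included), the 4 venom genes that rose most and the 4 that fell most after both methods, and the 3 transient venom genes with the lowest FDR. It also takes, over all genes, the 2 that rose most and the 2 that fell most at 15 hr, and the 2 venom genes with the largest difference each way between 12 hr *in vitro* and 15 hr *in vivo*. For the venom genes that changed after both methods, all 6 activated libraries had to lie above or below all 3 non-activated ones. Among venom genes upregulated in both comparisons 164 of 180 met this, and among those downregulated 58 of 67. These genes had been called on the same libraries, so such counts are expected and are no test. For a gene not chosen by its values chance gives 1.19% on a given side. A mean of at least 10 CPM in the higher condition was required for the changes against non-activated IJs. The emPAI values were known when the rule was written.

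The alternatives set before the data were examined were DESeq2, RLE factors, library sizes alone, no low-count filter, a mean of at least 5 CPM, a fit of only the groups compared, the replicate number as a block, an exact test on TPM, limma on quantile-normalized log2(TPM + 1), TPM centred by processing day, counts thinned to the smallest library, FDR alone, the quadratic regression, and leaving out each library in turn. Alternatives chosen after seeing the data were the transcripts tested without summing, transcript usage over transcripts with a mean of at least 50 counts, camera with an estimated correlation, the RNA-protein correlation without genes at 0 counts and with TPM at 12 hr or 9 hr *in vivo*, neighbours among the quadratic regression genes, and correlations over venom genes or over genes grouped by level. The counts of venom genes between the 2 methods and by time-course group were also added after seeing the data.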

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

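The count of venom genes called between the 2 methods of activation, and every test of an explanation given here, were chosen only after the results were seen, whereas the test of transcript usage and its alternatives were planned, apart from transcripts with a mean of at least 50 counts.

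Between 12 hr *in vitro* and 15 hr *in vivo* IJs 64 of the 450 tested venom genes were called by edgeR, 28 higher and 36 lower *in vitro*. The other settings gave between 55 (replicate number as a block) and 102 (DESeq2). More were higher than lower *in vitro* with library sizes alone (42 and 26), limma on log2(TPM + 1) (46 and 38) and only the groups compared (33 and 31), and without replicate 3 of the 15 hr *in vivo* IJs (27 and 19) or replicate 1 of the non-activated IJs (40 and 39), so the direction of the majority is not settled. Leaving out 1 library at a time gave 37 to 85, with 37 without replicate 2 and 40 without replicate 3 of the 12 hr *in vitro* IJs. A difference in library size is argued against, since 70 genes were called after all libraries were thinned to the same total, 62 of them among the 64. For all genes 690 were called between these conditions, and no other split of the 6 libraries gave a call, but 3 libraries against 3 make only 10 splits, so these splits alone cannot exclude chance. For the 64 genes as a set, the method of activation and the time after activation both stay open. Of the 64 genes, 76.6% were also called in the same direction between 12 hr *in vitro* and 12 hr *in vivo* IJs, where the time is equal. Both comparisons use the same 3 *in vitro* libraries, and the 64 genes were chosen by them, so agreement is expected. The 12 hr *in vivo* libraries also come from another processing day, and this value does not decide between the 2. Reads shared between related venom genes were not tested.

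Transcript usage, which the paper does not report, changed between activated and non-activated IJs in 147 of 2257 tested genes at 12 hr *in vitro* and in 139 at 15 hr *in vivo* (edgeR, gene-level FDR < 0.05, with 364 and 340 genes at an unadjusted p under 0.05). Of these, 81 were called in both comparisons, and 39 of the 81 were not called at the level of the whole gene in either. Both comparisons use the same 3 non-activated libraries. In 20 simulations without change up to 28 genes were called *in vitro* and 23 at 15 hr, with at most 6 in both. Venom genes made up 8 of the genes called in either. With limma's diffSplice 288 and 287 genes were called, of which 106 and 103 were among those of edgeR. Leaving out 1 library at a time gave 103 to 224 genes *in vitro* and 87 to 195 at 15 hr, with 224 without replicate 1 of the non-activated IJs and 87 without replicate 2 of the 15 hr *in vivo* IJs. Transcripts with few counts are argued against as the source of the calls, since over transcripts with a mean of at least 50 counts 6.10% of 1115 tested genes were called *in vitro* and 6.64% at 15 hr, against 6.51% and 6.16% of the 2257. Those were 68 and 74 genes, of which 66 and 70 were among the 147 and 139. In each comparison only 1 of 10 splits of the libraries, the real one, gave as many calls, and the other splits gave up to 33 and 37, so chance could not be excluded from these splits alone. With the 6 libraries of both activated conditions as 1 group against the 3 non-activated ones, 144 genes were called and 1 of 84 splits, the real one, gave as many, the next 43. This argues against chance for this difference, although 1 is the smallest number that the splits can give. The division of short reads between transcripts of a gene was not tested and stays open, as does a change of transcript usage with activation.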

How the results depend on the processing

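The transcripts tested without summing, transcript usage over transcripts with a mean of at least 50 counts, the neighbours among quadratic regression genes and the counts of venom genes by time-course group and between the methods were chosen only after seeing the data, and the other alternatives were planned. Apart from leaving out libraries, 302 values of the main results stayed within the range set for them, 67 moved beyond it, 2 no longer passed their threshold and 1 changed sign. The cause was not tested for any of the changes below unless it is given.

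With DESeq2, 3797 genes were upregulated at 12 hr *in vitro*, 1219 were called between 12 hr *in vitro* and 15 hr *in vivo*, 378 between 12 hr and 9 hr *in vivo*, 2678 were upregulated after both methods, 6827 increased over the time course and 102 venom genes were called between the methods. With library sizes alone, 1841 genes were upregulated and 7372 downregulated at 9 hr, 1875 and 7575 at 12 hr, and 1514 and 4769 at 15 hr *in vivo*. The same setting called 15 between 12 hr and 9 hr *in vivo*, with 1155 upregulated after both methods and 5875 decreasing over the time course. Here the construction shows the cause of the shift toward downregulation, since TMM factors of 0.672 to 1.60 were left out.

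With a mean of at least 5 CPM, which tests fewer genes, 2681 were downregulated at 12 hr *in vivo*, 2432 were called between 12 hr *in vitro* and 12 hr *in vivo*, 3166 between 12 hr *in vitro* and 9 hr *in vivo*, and 9 between 12 hr and 9 hr *in vivo*. In fits of only the groups compared, which hold fewer libraries, 2785 genes were downregulated at 12 hr *in vivo*, 1585 upregulated at 15 hr *in vivo*, 1403 upregulated and 1544 downregulated at 12 hr *in vitro*, 920 upregulated and 1108 downregulated after both methods, and 8 called between 12 hr and 9 hr *in vivo*. For this last pair 7 genes were called without a low-count filter, 7 with thinned counts and 11 with transcripts tested without summing.

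With the exact test on TPM, 2834 genes were downregulated at 12 hr *in vivo*, 3462 called between 12 hr *in vitro* and 12 hr *in vivo*, and 94 between 12 hr and 9 hr *in vivo*. With limma on log2(TPM + 1) the same 3 counts were 2886, 3782 and 24. Centring by processing day removes any difference between the days, that between time points included, so counts across the days fall by construction. With TPM centred by processing day, 646 genes were upregulated and 914 downregulated at 9 hr, and 1066 and 983 at 12 hr *in vivo*. Called genes numbered 432 between 12 hr *in vitro* and 12 hr *in vivo*, 274 between 12 hr *in vitro* and 9 hr *in vivo*, and 111 between 12 hr and 9 hr *in vivo*. The time course then held 2925 genes, 1380 increasing and 1544 decreasing, and 26 transient venom genes. In the quadratic regression the time course held 4050 genes, 1821 increasing and 2229 decreasing, and 80 venom genes, of which 19 increased, 25 were transient and 36 decreased. Of these 80 genes 7 lay near each other, against a median of 4 in random draws of tested genes, a difference within chance (permutation p = 0.19).

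The median Spearman correlation between 12 hr *in vitro* and 15 hr *in vivo* libraries was 0.924 on expected counts, 0.860 over genes passing the low-count filter, 0.870 after centring by processing day and 0.910 on thinned counts, and between 9 hr and 12 hr *in vivo* 0.928 on expected counts and 0.924 over filtered genes. The gap by which 15 hr was closer to 12 hr *in vitro* than the other time points was 0.0572 over filtered genes and 0.0554 on thinned counts, and it reversed to -0.0236 after centring by processing day. Centring removes differences between the days, those between time points included, so this reversal decides nothing. The first 2 components held 55.0% of the variance at unit variance per gene and 59.8% after centring. With TPM of non-activated IJs the RNA-protein correlation was 0.0607 (permutation p = 0.55). With limma's diffSplice 288 genes changed transcript usage at 12 hr *in vitro* and 287 at 15 hr, and over transcripts with a mean of at least 50 counts, which tests fewer genes, 68 and 74. The median change of venom genes without a BLAST match at 15 hr reversed to -0.32 on log2(TPM + 1), and it was -0.38 with library sizes alone.

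Leaving out 1 library at a time gave 3020 to 3688 upregulated and 3469 to 4670 downregulated genes at 9 hr, 2869 to 3400 and 3236 to 4723 at 12 hr, 2175 to 4296 and 1895 to 2771 at 15 hr *in vivo*, and 1812 to 4254 and 2005 to 2697 at 12 hr *in vitro*. The highest of these for genes upregulated at 15 hr *in vivo* and 12 hr *in vitro*, 4296 and 4254, came without replicate 1 of the non-activated IJs, as did 3445 genes upregulated after both methods (range 1454 to 3445). Shared downregulated genes ranged from 1397 to 1937. Between 12 hr *in vitro* and 15 hr *in vivo* 359 to 863 genes were called, with 361, 359 and 445 without replicates 1, 2 and 3 of the 12 hr *in vitro* IJs and 449 and 418 without replicates 1 and 3 of the 15 hr *in vivo* IJs. The range was 3430 to 7015 between 12 hr *in vitro* and 12 hr *in vivo*, with 3808 and 3430 without replicates 1 and 3 of the 12 hr *in vivo* IJs. It was 3865 to 7472 between 12 hr *in vitro* and 9 hr *in vivo*, with 3865 without replicate 1 of the 9 hr *in vivo* IJs and 4051 and 4025 without replicates 1 and 2 of the 12 hr *in vitro* IJs. Between 12 hr and 9 hr *in vivo* it was 0 to 54, with 54 without replicate 2 of the 12 hr *in vivo* IJs, 13 and 11 without replicates 1 and 2 of the non-activated IJs, 11 without replicate 3 of the 15 hr *in vivo* IJs and 1 without replicate 1 of the 12 hr *in vitro* IJs.

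Over the same settings upregulated venom genes in either comparison numbered 223 to 247 and in both 162 to 183, and downregulated ones 79 to 97 and 53 to 70. The time course held 5914 to 8381 genes, 3020 to 4933 increasing and 2848 to 3533 decreasing. It held 238 to 264 venom genes, of which 97 to 115 increased, 65 to 76 were transient and 67 to 80 decreased. Venom genes called between the methods numbered 37 to 85, with 37 and 40 without replicates 2 and 3 of the 12 hr *in vitro* IJs. The shift of the venom set was 1.62 to 1.85 *in vitro* and 1.24 to 1.64 at 15 hr. Transcript usage changed in 103 to 224 and 87 to 195 genes, with 224 without replicate 1 of the non-activated IJs and 87 without replicate 2 of the 15 hr *in vivo* IJs. The gap in correlation was 0.0587 to 0.0848 and the RNA-protein correlation 0.332 to 0.366. The median correlations were 0.880 to 0.892 between 12 hr *in vitro* and 15 hr *in vivo* libraries and 0.906 to 0.914 between 9 hr and 12 hr *in vivo* libraries. The ratio of the genes above 1 TPM in the 9 hr and 12 hr *in vivo* libraries to those in the others was 0.725 to 0.761.

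For the named genes 846 values stayed on their side of the threshold with 1 library left out, 14 lost and 4 gained a call, and 6 reversed. At 15 hr the change of g2431 (range -1.02 to 0.44) reversed to 0.04 and 0.18 without replicates 2 and 3 of the non-activated IJs and to 0.44 without replicate 1 of the 15 hr *in vivo* IJs, and that of g780 (range -2.43 to 0.76) to 0.76 without replicate 1 of the non-activated IJs. Neither gene was called at 15 hr. The fitted changes of g7047, which is listed at 0 after both methods, ranged from -11.7 to 0 in both comparisons and were 0 without replicate 2 of the non-activated IJs, since no counts remained in the libraries compared. Depth limits the low end: 3 counts are 0.172 to 0.544 CPM in a library before TMM scaling, so changes between levels under these values were not detectable.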

Differences from the paper's values

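All tests behind the values in this part were planned, apart from the time-course groups of venom genes, which were counted only after the results were seen. The alternatives named here were set before the data were examined, apart from transcripts tested without summing.

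The inputs are not alike: the paper's methods describe edgeR on TPM and a batch correction of TPM, whereas uncorrected expected counts were tested here. The paper's numbers at 15 hr *in vivo* were 861 upregulated and 1406 downregulated genes, against 2593 and 2801 here. For upregulated genes all alternatives differ from the paper's value too. For downregulated genes the value falls within 1.5 times the paper's with a mean of at least 5 CPM (2084), in a fit of only the groups compared (1868), and without replicates 1 or 2 of the 15 hr *in vivo* IJs (1954 and 1895), and not with the other alternatives. At 12 hr *in vitro* the paper's numbers were 845 upregulated and 1296 downregulated genes, against 2349 and 2557 here. The upregulated genes differ under all alternatives. The downregulated genes fall within the range with a mean of at least 5 CPM (1786) and in a fit of only the groups compared (1544), and not with the others. The paper's number of genes downregulated after both methods was 982, against 1847 here. It is met with a mean of at least 5 CPM (1335), only the groups compared (1108) and without replicates 1 or 2 of the 15 hr *in vivo* IJs (1397 and 1455), and not with the others.

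The paper's time course held 4329 genes, against 7789 here. The value falls within the range with a mean of at least 5 CPM (6020), with TPM centred by processing day (2925) and in the quadratic regression (4050). It also does so without replicates 1 or 3 of the 9 hr *in vivo* IJs (6251 and 6312) and without replicates 1 or 2 of the 15 hr *in vivo* IJs (6123 and 5914), and not with the others. The paper's number of decreasing genes was 2438, against 3714 here. It is met by all alternatives (2229 to 3533) except DESeq2, library sizes alone, the exact test on TPM and TPM centred by processing day. The paper's number of increasing genes was 1891, against 4075 here, and it is met with library sizes alone (2803), TPM centred by processing day (1380) and the quadratic regression (1821), and not with the others. The paper's number of transient venom genes was 11, against 74 here, and no alternative comes within 1.5 times of it. These counts are not of the same kind: the paper's genes are a cluster from maSigPro that peaks and then falls quickly, and the 74 are all venom time-course genes with the highest mean at 9 or 12 hr, which at 15 hr still averaged 58.1% of the highest. The lowest, 25, came from the quadratic regression.

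The paper's highest Spearman correlation within and between 9 hr and 12 hr *in vivo* samples was 0.95, against 0.931 here. The legend of the paper's figure names log-transformed counts as its input, whereas the main values here are on TPM. A correlation was taken to meet the paper's when it lay within 1 SD over the 15 pairs of libraries under the same setting, which was 0.00931 to 0.0174 for 9 hr and 12 hr *in vivo* and 0.0113 to 0.0237 for 12 hr *in vitro* and 15 hr *in vivo* libraries. The paper's value is met on expected counts (0.945), over genes passing the low-count filter (0.949) and after centring by processing day (0.942), and not on thinned counts (0.936). The paper's lowest correlation for 12 hr *in vitro* and 15 hr *in vivo* samples was 0.90, against 0.866 here. It is met on expected counts (0.910) and thinned counts (0.891), and not over filtered genes or after centring. The other end of each range was met by the main values. On expected counts both of these ends lay above the paper's, at 0.908 for the lowest of 9 hr and 12 hr *in vivo* and 0.950 for the highest of 12 hr *in vitro* and 15 hr *in vivo*. On thinned counts the former was also too high, at 0.9035.

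At 9 hr *in vivo* the paper's figure shows about 310 upregulated and about 660 downregulated genes in Fig. 3C, read by eye, against 3428 and 4406 here. At 12 hr *in vivo* the paper shows about 520 and about 690 in Fig. 3C, read by eye, against 3191 and 4460 here. The downregulated genes fall within the range with TPM centred by processing day (914 and 983) and under no other alternative. The upregulated genes differ under all of them. The paper shows about 550 genes upregulated after both methods in Fig. 4C, read by eye, against 1758 here and under no alternative within the range. Between 12 hr *in vitro* and 15 hr *in vivo* IJs the paper shows about 430 genes in Fig. 4B, read by eye, against 690 here. That number is met without a low-count filter (626), with the replicate number as a block (584) and with transcripts tested without summing (565). It is also met with each library left out (359 to 633) except each of the 3 non-activated IJs, and not with the others.

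The paper states that the number of DE genes increased over the *in vivo* time course. Here 7834 were called at 9 hr, 7651 at 12 hr and 5394 at 15 hr, and the order of the paper was found with TPM centred by processing day (1560, 2049 and 4388). The same test on TPM without centring called 6314, 5715 and 4780. Centring makes the mean of the 9 hr and 12 hr libraries equal to that of the others, which include the non-activated IJs. It lowers the 9 hr and 12 hr counts by construction, so this order is no support for that of the paper. The paper states that more time-course genes decreased than increased. Here 3714 decreased and 4075 increased, and decreasing genes were more numerous with library sizes alone (5875 and 2803), a mean of at least 5 CPM (3025 and 2995), only the groups compared (3297 and 3204), TPM centred by processing day (1544 and 1380) and the quadratic regression (2229 and 1821). The paper names g21515, g23482 and g19074 as venom proteins with good RNA-protein correlation. Here g21515 ranked 1 in emPAI and 8 in TPM of 472, whereas g23482 and g19074 shared rank 47 in emPAI and ranked 459 and 460 in TPM. The other genes that the paper names there fell as it states: g1800 and g1859 had 0 counts with emPAI ranks of 13 and 29, and g1988, g15816 and g13216 ranked higher in TPM (32, 17 and 15) than in emPAI (76, 77 and 77).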

Other observations

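The tests of explanations in this part, the regroupings of libraries, the correlations over genes grouped by level and over venom genes, and the comparisons with the whole venom list as explanations were chosen only after the results were seen.

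The 9 hr and 12 hr *in vivo* libraries had fewer genes above 1 TPM than the others. Library size is argued against as the whole cause, since after thinning to equal totals the difference in genes above 5 counts was still -3698 (exact permutation p = 0.0016). What stays open is the processing day, which is shared by just these 6 libraries and cannot be told apart from the time point. In these 6 libraries 2215 genes were at 0 counts, against at most 807 for the other pairs of conditions, and between 29.8% and 81.4% of the 2215 had counts in each of the other 9 libraries. Low counts spread evenly over such genes in the other libraries could add to the difference. Counts per kb of these genes correlated at a median of 0.458 between libraries of different conditions and at 0.522 within conditions, but the genes were chosen for the pattern, so this does not decide. A biological change at 9 hr and 12 hr that is gone at 15 hr was not tested.

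The 12 hr *in vitro* libraries correlated best with the 15 hr *in vivo* libraries. Genes with few counts are argued against as the whole cause, since over genes of at least 50 CPM the gap was still 0.0679, though it was larger over genes under 1 CPM (0.447). The processing day stays open. The 12 hr *in vitro* and 15 hr *in vivo* libraries were taken to share it, and the 9 hr and 12 hr *in vivo* libraries come from another. Over the venom genes, which changed strongly with activation, the gap was -0.00412, so the day may account for part or all of it. After centring all genes by day it was -0.0236, which decides nothing, since centring makes the means of both days equal. Centring also removes differences between time points. A greater likeness of development at these 2 stages was not tested.

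More genes were called at 9 hr and 12 hr than at 15 hr *in vivo*. Differences in library size are argued against, since after thinning the 12 hr count still exceeded that at 15 hr by 1900. Genes with few counts are argued against only as the whole cause. Over genes of at least 5 CPM 5104 were called at 12 hr and 4167 at 15 hr, an excess of 937. Over all tested genes the counts were 7651 and 5394, so the excess was smaller without the genes of few counts. The processing day stays open and cannot be told apart from the time point. At both 9 hr and 12 hr 2184 genes lay more than 2-fold outside the means of all 3 other conditions on the same side, 722 higher and 1462 lower, against 1366 for 15 hr *in vivo* and 12 hr *in vitro* together and 3468 for non-activated IJs alone.

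Venom genes rose as a set after activation. Scaling factors are argued against as the cause, since with library sizes alone the lower of both median log2 fold changes was 1.07. Gene length is argued against as well, since the median log2 fold change of venom genes exceeded that of other tested genes of the same length (the 10 nearest to each) by 1.68 *in vitro* (SD over the 3 libraries 0.183) and by 1.531 at 15 hr (SD 0.146). The log2 fold change and length correlated at -0.0488 *in vitro* and -0.00421 at 15 hr over all tested genes, and at 0.0990 and 0.122 over the venom genes, where longer genes rose slightly more. Of 10 splits of the libraries into 3 and 3, 1 gave as small a camera p *in vitro*, the real one, and 2 did at 15 hr, where another split reached 4.6e-07, so these splits do not exclude chance. With the 6 libraries of both conditions as 1 group against the 3 non-activated ones, 218 venom genes were upregulated, and 1 of 84 splits, the real one, gave as many, the next 4. The share of counts in venom genes also differed (exact permutation p = 0.0119, the smallest that 84 splits give). Chance is therefore argued against for these values, but not for the camera p, since 5 of the 84 splits gave one as small. The venom list itself was chosen by proteins found in the venom of nematodes activated for 12 hr *in vitro*. Genes of like abundance were not compared, so the part of this choice in the rise was not tested. Reads shared between related venom genes were not tested, and induction by activation stays open. The venom genes include 75 tested ones without a BLAST match, of which 22 were upregulated at 15 hr (29.3% against 48.0% of the other venom genes, Fisher's exact test, FDR over 13 families 0.0216) and 21 downregulated (28.0% against 14.4%, FDR 0.0407). At 12 hr *in vitro* neither share passed the threshold (32.0% against 48.5% upregulated, FDR 0.141, and 25.3% against 16.5% downregulated, FDR 0.255).

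Venom time-course genes lay near each other in identifier order. The whole venom list lies near each other as well, and draws of as many genes from it gave p = 0.085 (permutation) within 10 genes, so this explanation stays open, whereas draws from all tested genes gave p = 0.0001, the smallest that 10000 draws give. Identifier numbers may follow the order of genes on scaffolds only in part, which was not tested.

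For the counts of called genes, other splits of the libraries were tested. In the comparisons of 9 hr, 12 hr and 15 hr *in vivo* and of 12 hr *in vitro* with non-activated IJs, and of 12 hr *in vitro* with 15 hr, 12 hr and 9 hr *in vivo*, 1 of 10 splits, the real one, gave as many calls, and no other split gave more than 1 gene. These 10 splits alone cannot exclude chance. For activation it is argued against by the 12 hr *in vitro* and 15 hr *in vivo* libraries as 1 group of 6 against the 3 non-activated ones. There 5816 genes were called and 1 of 84 splits, the real one, gave as many, the next 463. In 20 simulations without change at most 2 genes were called at 12 hr *in vitro* or 15 hr *in vivo* against non-activated IJs. Between 12 hr and 9 hr *in vivo* edgeR called 0 genes, with 2372 at an unadjusted p under 0.05 (DESeq2 378, the exact test on TPM 94, limma 24). There 10 of 10 splits gave as many, which holds for any split when the real count is 0, so the splits decide nothing for this pair. For the time course 1 of 100 random regroupings, the real grouping, gave as many genes, and the highest of the others gave 2206. For venom time-course genes it was also 1 of 100, and the highest of the others gave 193, so a chance arrangement of the libraries is argued against for both.

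At 9 hr *in vivo* 177 venom genes were upregulated and 88 downregulated, and at 12 hr *in vivo* 183 and 84. Of the 472 venom genes, g4425 (emPAI 0.585) had 0 counts in all 15 libraries, as had g1800 and g1859. It was named after its values were seen.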
